# Regulation of KDM5C stability and enhancer reprogramming in breast cancer

**DOI:** 10.1038/s41419-022-05296-5

**Published:** 2022-10-03

**Authors:** Qiong Xiao, Chen-Yu Wang, Chuan Gao, Ji-Dong Chen, Jing-Jing Chen, Zhen Wang, Lin-Gao Ju, Shan-Bo Tang, Jie Yao, Feng Li, Lian-Yun Li, Min Wu

**Keywords:** Epigenetics, Breast cancer

## Abstract

Abnormality of enhancer regulation has emerged as one of the critical features for cancer cells. KDM5C is a histone H3K4 demethylase and frequently mutated in several types of cancer. It is critical for H3K4me3 and activity of enhancers, but its regulatory mechanisms remain elusive. Here, we identify TRIM11 as one ubiquitin E3 ligase for KDM5C. TRIM11 interacts with KDM5C, catalyzes K48-linked ubiquitin chain on KDM5C, and promotes KDM5C degradation through proteasome. TRIM11 deficiency in an animal model represses the growth of breast tumor and stabilizes KDM5C. In breast cancer patient tissues, TRIM11 is highly expressed and KDM5C is lower expressed, and their expression is negatively correlated. Mechanistically, TRIM11 regulates the enhancer activity of genes involved in cell migration and immune response by targeting KDM5C. TRIM11 and KDM5C regulate *MCAM* expression and cell migration through targeting H3K4me3 on *MCAM* enhancer. Taken together, our study reveals novel mechanisms for enhancer regulation during breast cancer tumorigenesis and development.

## Introduction

Epigenetic dysregulation is one of the important features for cancer, and critical for chromatin stability, tumorigenesis and metastasis [1–3]. Inhibitors for epigenetic enzymes, such as DNA methyltransferases and histone deacetylases, are developed for clinical therapy [4]. Currently, many inhibitors for histone methyltransferase, demethylases and histone modification readers are under clinical trials or laboratory development [5–7].

With the quick development of Next Generation Sequencing (NGS), epigenomics has emerged as an important area for cancer research. Chromatin elements, such as promoters and enhancers, are found to vary dramatically in tumor cells. Enhancers locate not only close to transcription start sites (TSS), but also in regions faraway from TSS, often over several hundreds of kilo base away, so called distal enhancers [8–10]. Enhancers are usually marked with H3K4me1, catalyzed by histone methyltransferase *lysine methyltransferase 2* *C/D* (*KMT2C/D*, also named as *MLL3/4*) [11, 12]. The active enhancers are further labelled with H3K27ac and bound by mediator complex, which facilitates enhancer-promoter crosstalk [10, 13, 14]. Nowadays, H3K27ac is often used as a mark to identify active enhancers; and *E1A binding protein p300* (*EP300*, also known as *p300*) and *CREB binding protein* (*CEBBP*, also known as *CBP*) are the corresponding histone acetyltransferases [15, 16]. Enhancers within certain ranges are gathered together and those with highest MED1 or H3K27ac signals are called as super enhancers [17–20]. Super enhancers are believed to contain high transcription activity, and is essential for the expression of key genes controlling important phenotypes in the cell and useful for cell identification. In tumor cells, super enhancers are the potential critical regulatory elements on chromatin, often associated with activated oncogenes [18].

Gain of enhancer activity has been hypothesized as one of the common features for cancers [10, 18, 21, 22], which is supported by recent studies in patients and animal models [15, 23, 24]. However, it is still not clear whether it is a common feature for all the cancers or just a portion of them. Interestingly, many genes related with epigenetic regulation of enhancer activity are frequently mutated in cancer, such as *MLL3/4*, *p300*, *CBP*, *lysine demethylase 6A* (*KDM6A*, also named as *UTX*) and *lysine demethylase 5C* (*KDM5C*) [21, 25–29]. KDM5C, also known as JARID1C or SMCX, is a demethylase for H3K4me2/3 in mammalian cells [30]. It is located on enhancers and catalyzes H3K4me3 to H3K4me1 to keep the normal functions of enhancers [25, 31, 32]. If KDM5C is mutated or repressed, H3K4me3 will be enriched on enhancers and cause over activation of target genes [25, 33]. Recently, KDM5C was also reported to be able to promote gene expression through recruiting p300 to enhancer independent on its enzyme activity [34]. KDM5C is considered as a tumor suppressor through regulating enhancer function in several types of cancer, such as breast cancer, clear cell renal carcinoma and cervix cancer [25, 33, 35]. However, it is also reported to contain oncogenic functions in the cells of other types of cancer [34, 36]. Thus, the functions of KDM5C are quite controversial, and it is important to clarify the underlying mechanisms.

Ubiquitination dependent protein degradation is one of the important processes for cancer regulation. TRIM11 is one ubiquitin E3 ligase containing ring finger domain and recently reported to be involved in cancer [37–40]. TRIM11 increases proteasome activity through binding to proteasome and USP14 [41]. It has also been reported to promote lung adenocarcinoma via activation of STAT3/VEGFA signaling [42], and enhance lymphomas by targeting Axin1 and activating β-catenin signaling [43]. But all the above studies are completed in cell-based models, and the roles of TRIM11 in vivo have not been determined.

In the current study, we investigate the roles of TRIM11 in a genetic knockout animal model, and discover KDM5C as one substrate for TRIM11-mediated ubiquitination in vivo and in vitro. Our study demonstrates that TRIM11 promotes breast cancer through targeting KDM5C and reprogramming epigenetic modifications on enhancers.

## Materials and methods

### Reagents and cell lines

HEK-293T, HCT15, HepG2, DU145, UMUC3, HeLa, SW480, EJ, ZR-75-30 and HL7702 cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, BI), 1% penicillin and streptomycin at 37 °C with 5% CO2. 769-P, 786-O, PC3, SV-HUC-1, PNT1A OS-RC-2, Li-7, U2OS, and 22RV1 cell lines were cultured in RPMI 1640 (Gibco) supplemented with 10% FBS, 1% penicillin and streptomycin at 37 °C with 5% CO2. MDA-MB-231 and MDA-MB-468 cell lines were cultured in Leibovitz’s L-15 (Gibco) supplemented with 10% FBS, 1% penicillin and streptomycin at 37 °C with 100% air. ZR-75-30 was gifted from Dr. Fei Lan of College of Life Sciences, School of Basic Medical Sciences and Institutes of Biomedical Sciences, Fudan University, Shanghai 200032, China. The other cell lines were purchased from Cell Bank of Chinese Academy of Science.

Antibodies recongnizing Flag (Sigma F3165, RRID:AB_259529), HA (Origene TA100012; Abcam ab9110, RRID:AB_307019), Myc (Abclonal AE038), EGFP (Abmart 264076), β-Actin (Abclonal AC026, RRID:AB_2768234), GAPDH (Abclonal AC002, RRID:AB_2736879), H3 (Abcam ab1791, RRID:AB_302613), TRIM11(Abcam ab111694, RRID:AB_10900962; Sigma HPA028541, RRID:AB_10600833), KDM5C (Abcam ab34718, RRID:AB_881090; Bethyl A301-034A, RRID:AB_817995; Abclonal A9911, RRID:AB_2770027), MCAM(Abclonal A9703, RRID:AB_2863760), H3K27ac (Abcam ab4729, RRID:AB_2118291) and H3K4me3 (Millipore 04-745, RRID:AB_1163444; Abcam ab12209, RRID:AB_442957) were purchased from the indicated manufacturers. MG132, Chloroquine (CQ), ammonium chloride (NH4Cl) and anti-Flag M2 magnetic beads were purchased from Sigma-Aldrich. 3-Methyladenine(3-MA) was purchased from MCE. Protein G Sepharose beads were from GE Healthcare. PCR primers were custom synthesized by TSINGKE or Huayu Gene and siRNAs by GenePharma.

### Ethics approval and consent to participate

All the animal operations were following the laboratory animal guidelines of Wuhan University and were approved by the Animal Experimentations Ethics Committee of Wuhan University (Protocol NO. 14110B). The patient tissue chips were purchased from Avilabio. No patient study was involved and the consent to participate is not applicable.

### Mice model and animal housing

Trim11^+/−^ C57BL/6N were constructed by Beijing Biocytogen Co. Ltd. Mice were then mated with FVB/N-Tg (MMTV-PyVT) 634Mul/J transgenic mice (Model Animal Center, Nanjing University) after at least three generations of backcrossing. *Trim11*^*+/+*^ *MMTV-PyVT* and *Trim11*^*+/*−^ *MMTV-PyVT* female mice were identified. Mice were palpated twice weekly for the appearance of mammary tumors. Tumor latency was the age at which the first tumor was palpated. Palpable mammary tumors were measured every 4 days, and mice were sacrificed at the third month. Tumors were harvested, weighed and stored for further analysis. Tumor volumes were calculated as V = 0.5 × length × width^2^. Data were shown as mean ± SD or SEM and *p* value was calculated by the student’s *t* test.

All the mice were born and maintained under pathogen-free condition at 20–24 °C with a humidity of 40–70% and a 12/12 h dark/light cycle (lights on at 7:00 AM, lights off at 7:00 PM), with free access of water and food (Animal Center of College of Life Sciences, Wuhan University).

### Immunoblot analysis

Cell lysates were prepared with SDS lysis buffer (50 mM Tris-HCl pH 6.8, 4% SDS). Tissue lysates were prepared with strong RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.5% SDS) and homogenized. Lysates were separated by SDS-PAGE and transferred to nitrocellulose filter membranes. After blocking, the blots were incubated with primary antibodies at 4 °C. Then the blots were washed three times in TBS-T, incubated with secondary antibodies at room temperature for 1 h, and detected by Clarity Western ECL Substrate (BIO-RAD).

### Immunoprecipitation

Cells were harvested and lysed in NP40 Lysis buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 0.5% NP40) or high salt lysis buffer (20 mM HEPES pH 7.4, 10% glycerol, 0.35 M NaCl, 1 mM MgCl2, 0.5% Triton X-100, 1 mM DTT) in the presence of proteinase inhibitors. After removing insoluble particles, the supernatant was incubated with protein G beads (GE Healthcare) and specific antibodies at 4 °C for 4 h. The beads were spin down and washed three times with NP40 buffer. SDS loading buffer was then added to the beads for SDS-PAGE and western blotting.

### Reverse transcription and quantitative PCR

Total RNA from cultured cells was extracted with RNA extraction kit (Aidlab). For RNA extraction from tissues, 20 mg tissues were used and total RNA was extracted with RNA extraction kit (CWBIO). Approximately 1 μg of total RNA was used for reverse transcription with a first strand cDNA synthesis kit (Toyobo or Vazyme). The resulted cDNA was then assayed with quantitative PCR. β-actin was used for normalization. The sequences of primers are in Supplementary Table 11. Assays were repeated at least three times. Data were shown as average values ± SD or SEM. *P* value was calculated using student’s *t* test.

### Protein expression in bacteria and GST purification

TRIM11 isoformX2 cDNA sequences were cloned into pGEX-KG vector. The constructs were transformed into BL-21 bacteria, and induced with 1 mM IPTG at 18 °C for 4 h. The harvested cells were lysed by high pressure crusher and the lysates were centrifuged at 10,000 *g* for 1 h. Recombinant proteins were purified from the supernatant with Glutathione Sepharose 4 according to manufacturer’s instructions (GE Healthcare). Protein concentration was quantified by Qubit 2.0 (Invitrogen).

### In vitro ubiquitination assays

The plasmids and purified proteins of E1, E2 and Ub are gifts of Dr Wei Li from Institute of Zoology, CAS. GST-TRIM11 were expressed and purified from bacteria. The Flag-KDM5C was expressed in 293T and purified by Flag M2 magnetic beads. In vitro ubiquitination assays were carried out by adding 0.5 μg GST-UAE1, 1 μg His-UbcH5b, 1 μg Flag-KDM5C, 1 μg His-Ub and 5 μg GST-TRIM11 in ubiquitination buffer (20 mM Tris-HCl pH 7.4, 10 mM ATP,10 mM MgCl_2_, 0.1 mM DTT) to a final volume of 50 μl. The reactions were incubated at 37 °C for 1 h. The samples were diluted tenfold in lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.5% NP-40, 1 mM Aprotinin, 1 mM Leupeptin) for immunoprecipitation or immunoblot analysis.

### Real-time cell analysis (RTCA) of cell proliferation

5000 per well of Cells were cultured in CIM-Plate wells. The cell index signals were read by xCELLigence RTCA DP Analyzer (ACEA bioscience Inc). Cell proliferation was monitored continuously over a 96 h period. Each experiment was repeated three times and results were presented as mean ± SD.

### MTT assay for cell proliferation

Cells were seeded on a 96-well plate and cultured for 24, 48, 72, or 96 h. 5 μl MTT (5 μg/μl) was added into each well, and incubated for 4 h at 37 °C. Four hundred microliters of lysate buffer (50% DMF + 30% SDS, pH 4.7) was added into each well followed by 4 h incubation at 37 °C. The absorbance at 570 nm was measured by Microplate System. Assays were repeated at least three times. Data were shown as mean ± SD and *p* value was calculated by the student’s *t* test.

### Transwell assay

4 × 10^4^ MDA-MB-231, 1 × 10^5^ MDA-MB-468 or 4 × 10^4^ ZR-75-30 cells were plated in medium without serum in the upper chamber with a Matrigel-coated membrane (24-well insert; pore size, 8 µm; BD Biosciences), and medium supplemented with 10% fetal bovine serum was used as a chemoattractant in the lower chamber. After 24 h of incubation, cells on the lower surface of the membrane were fixed with methanol and stained with crystal violet, then photographed under the microscope. Four visual fields were taken for each cell line and cells were counted with ImageJ. Assays were repeated at least three times. Data were shown as average values ± SD of representative experiments and *p* value was calculated using student’s *t* test.

### Wound healing assay

4 × 10^5^ cells were plated on 12-well plates for 24 h and wounded by scratching with a pipette tip. Subsequently, the cells were photographed under the microscope at 0, 12, 24 h. Then calculating the percentage of wound closure. Assays were repeated at least three times.

### Cell cycle analysis with flow cytometry

Cells were harvested after digestion with 0.05% Trypsin-EDTA, washed twice with PBS and fixed in ice-cold 70% ethanol overnight. Fixed cells were washed twice with PBS and stained in PBS containing propidium iodide (PI, 50 μg/mL) and RNase (100 μg/mL) for 30 min at 37 °C. Cell cycle analysis was performed on an Epics XL-MCL flow cytometer (Beck- man Coulter) with System II (version 3.0) software (Beckman Coulter).

### Xenograft experiments of cancer cells

Female BALB/cJGpt-Foxn1nu/Gpt nude mice were purchased from Jiangsu GemPharmatech. The mice were grouped randomly and 5 × 10^6^ MDA-MB-231 cells in 100 μl PBS with matrigel were injected in the flank regions. All mice were sacrificed 72 days after injection, and tumors were harvested and weighed. All animal xenograft experiments were performed following the university laboratory animal guidelines and were approved by the Animal Experimentations Ethics Committee of Wuhan University. Tumor volumes were derived as V = 0.5 × length × width^2^. Data were shown as mean ± SD or SEM and *p* value was calculated by the student’s *t* test.

### H&E staining and IHC analysis

Patient breast cancer tissue chips were purchased from Shanxi Avila Biotechnology Co. Ltd (Supplementary Table 12). For IHC, tissue sections were deparaffinized, rehydrated and treated for heat-mediated antigen retrieval. Next, the sections were incubated in 3% H_2_O_2_ for 15 min at room temperature to quench the activity of endogenous peroxidase. After incubation in 3% BSA for 30 min, the sections were treated with primary antibody for TRIM11 and KDM5C (dilution 1:50) at 4 °C overnight. Then the sections were washed three times with PBS and treated for 30 min with horseradish peroxidase labeled goat-anti-rabbit IgG. After washed four times with PBS, the slide was visualized by DBA developer (Servicebio, G1211), and nuclei were stained with haematoxylin before examination by Olympus BX51 microscope.

### Generation of knockout/knockdown cell line with CRISPR/Cas9 system

The small guide RNA (sgRNA) sequences were designed by using the CRISPR Design Tool (http://tools.genomeengineering.org), provided by Feng Zhang lab. The target sequences sgRNAs were shown in Supplementary Table 11. The oligo pairs containing the 20 nt guide sequences were annealed and ligated into the CRISPR plasmid (pLenti-v2-Cas9-gRNA). To construct knockdown cell lines, the lentiviral particles were produced in HEK-293T cells. Then the supernatant was used to infect the desired cells, which were selected by puromycin and validated by western blotting.

### ChIP assay

ChIP assay was performed as previously described [24]. Briefly, Cells were cross-linked with 1% formaldehyde for 10 min at room temperature and quenched with 0.125 M glycine for 5 min. Cross-linked cells were washed twice with PBS, then collected by centrifugation. Cells were treated with lysis buffer (50 mM Tris-HCl pH 8.0, 0.5% SDS, 5 mM EDTA), and DNA was sonicated to 250–500 bp. Supernatant was collected and equally divided after diluted with five times of sonication dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100). The samples were then incubated with protein G beads and antibodies at 4 °C overnight. The beads were washed with wash buffer I, II, and III and then twice with TE. DNA was eluted with ChIP elution buffer (0.1 M NaHCO3, 1% SDS, 20 μg/ml proteinase K), incubated at 65 °C overnight and extracted with DNA purification kit (TIANGEN DP214-03). ChIP-qPCR assays were repeated at least three times. Data were shown as average values ± SD and *p* value was calculated using student’s *t* test. The sequences of primers are in Supplementary Table 11.

### ChIP-Seq and data analysis

ChIP-seq libraries were constructed using VATHS Universal DNA Library Prep Kit for Illumina (Vazyme ND606). Libraries were sequenced by Illumina Hiseq Xten platform with pair-end reads of 150 bp. For ChIP-Seq analysis, Fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for raw data quality control. Cutadapt (https://cutadapt.readthedocs.io/en/stable/) was used to remove law quality bases and library adaptor contamination. After data filter, quality control of clean reads was performed by Fastqc again. Bowtie2(version 2.3.5.1) (http://sourceforge.net/projects/bowtie-bio/files/) was used for data mapping to human reference genome hg19. Samtools(version1.4.1) (http://www.htslib.org) was used to sort BAM file and filter duplicate reads. Only unique mapped reads were accepted for further analysis. MACS2 (version2.1.1.2) (https://pypi.org/project/MACS2/) was used for ChIP-Seq peaks calling with *p* value cut-off 1e−8. Then HOMER annotatePeaks.pl (https://www.biostars.org/p/9475396/) was used to annotate ChIP-seq peaks compare to reference genome hg19.

### RNA-seq and data analysis

RNA-seq libraries were constructed with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB E7490) and NEBNext Ultra II Non-Directional RNA Second Strand Synthesis Module (NEB E6111). RNA-seq libraries were sequenced by Illumina Nova-seq platform with pair-end reads of 150 bp. Quality control of mRNA-seq data was performed using Fatsqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and low-quality bases were trimmed. The adaptor sequence was removed using Cutadapt (https://cutadapt.readthedocs.io/en/stable/) to clean RNA-seq raw data. All RNA-seq data were mapped to the human reference genome (hg19) or mouse reference genome (mm10) by HISAT2 (version 2.1.0) (http://daehwankimlab.github.io/hisat2/download/). The gene expression level was calculated by Cufflinks with default parameters. Differential expressed genes (DEGs) were identified by 1.5-fold change and *p* value < 0.05. Gene ontology analysis and KEGG pathways analysis was performed using DAVID (https://david.ncifcrf.gov).

### Bioinformatic analysis of clinical data

Overall survival analysis of gene expression and the correlation analysis in patient BRCA tumors were carried out via GEPIA platform (http://gepia.cancer-pku.cn/). The log-rank test was used for hypothesis evaluation. Values of *p* < 0.05 were considered as significantly different. Breast cancer gene expression microarray and corresponding clinical data used in this study were downloaded from publicly available GEO databases (http://www.ncbi.nlm.nih.gov/geo/).

### CRISPR-Cas9-KRAB-mediated enhancer repression

Site-specific single guide RNAs (sgRNAs) targeting distal enhancers were designed with a public filtering tool (https://zlab.bio/guide-design-resources) to minimize off-target cleavages. For CRISPR interference, sgRNAs were cloned into pLH-spsgRNA2 (Addgene, #64114) through a BbsI site according to the protocol recommended. Lentivirus was generated in HEK293T cells, and Stable cell lines were generated by infecting MDA-MB-231 with lentiviruses expressing dCas9-KRAB-MeCP2 and sgRNAs. Cells were then screened with puromycin (1 μg/ml, Amresco) and hygromycin (200 μg/ml, Roche) for 48 h, and examined by RT-qPCR.

### Statistics and reproducibility

For experiments other than NGS sequencing, at least three times for each experiment were performed with similar results and different biological replicates. Data are presented as mean values ± SD or SEM. Statistical analysis was performed using unpaired two-tailed Student’s *t* test. *p* value was either labelled on the corresponding items or listed in the legends. Statistical significance was assigned with *p value ≤ 0.05, **p value ≤ 0.01, *** *p* value ≤ 0.001.

## Results

### Exogenous expressed TRIM11 regulates KDM5C protein stability in mammalian cells

To investigate the potential regulator for histone demethylase KDM5C, we screened a pool of ubiquitin E3 ligases and identified TRIM11 as a candidate. We established stable expression cell lines of HA-KDM5C and HA-TRIM11 in MDA-MB-231 breast cancer cells, and verified the function of exogenous expressed TRIM11 on down-regulating KDM5C (Fig. 1A). To investigate whether TRIM11 regulates KDM5C through proteasome-mediated degradation, we treated cells with MG132 (proteasome inhibitor), chloroquine (CQ, autophagy inhibitor), NH_4_Cl (lysosome inhibitor) or 3MA (autophagy inhibitor). MG132, but not others, successfully rescued KDM5C protein level impaired by TRIM11 expression (Fig. 1B,C). To further confirm the role of TRIM11 on KDM5C, we expressed HA-tagged KDM5C with or without Flag-tagged TRIM11 and treated with cycloheximide (CHX). The results showed that KDM5C decayed faster in presence of exogenous expressed TRIM11 (Fig. 1D), indicating that TRIM11 regulates KDM5C protein stability.

**Fig. 1:**
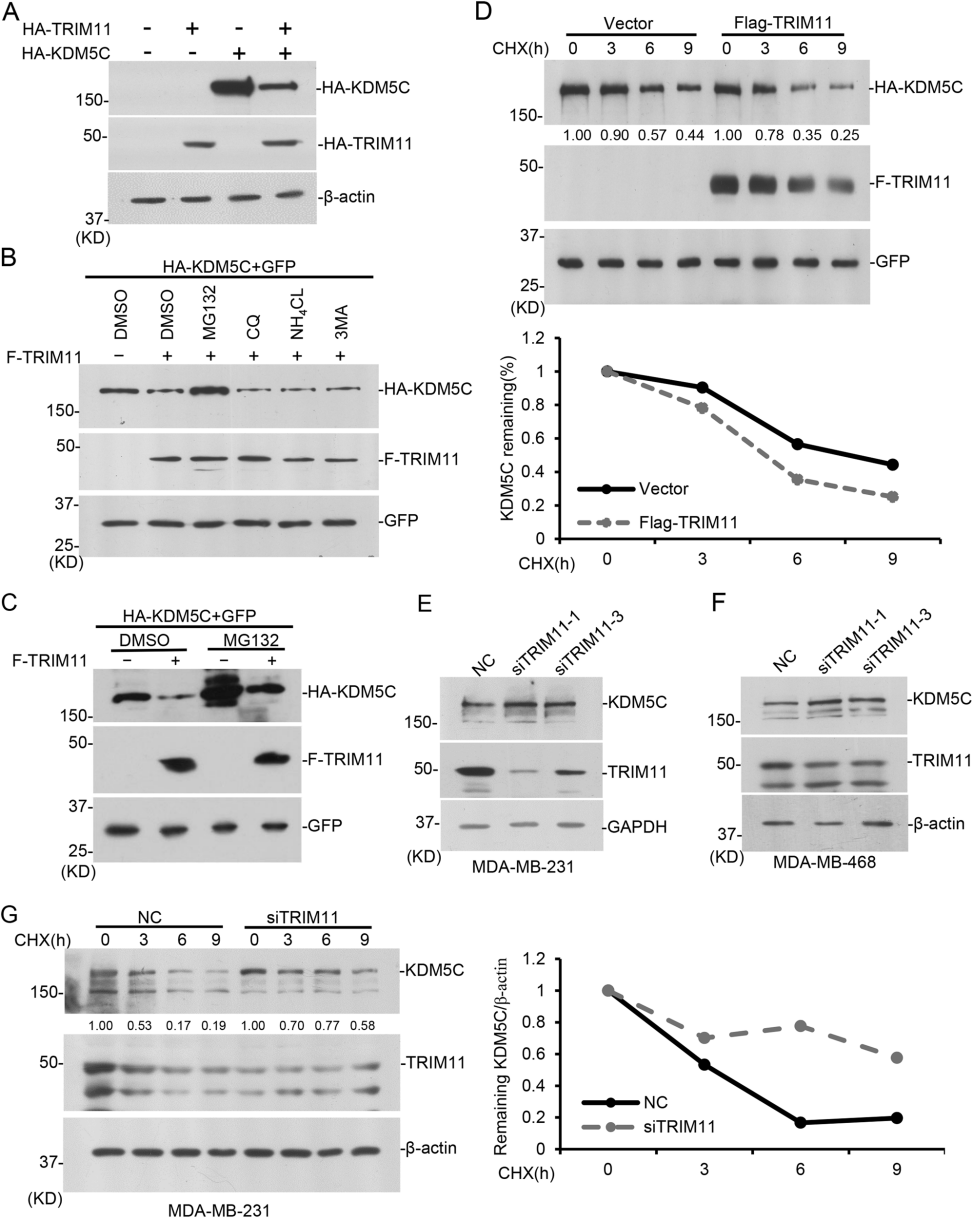
TRIM11 regulates KDM5C stability. **A** Lentiviruses containing phage-HA-TRIM11 or phage-HA-KDM5Cwere prepared and used to infect MDA-MB-231 cells. Stable cell lines were selected by puromycin. Western blotting was performed as indicated. **B** 293T cells were transfected with indicated plasmids. After 24 h, cells were treated with DMSO, MG132 (10 μM for 12 h), CQ (20 μM for 9 h), NH_4_Cl (20 mM for 9 h), 3-MA (5 mM for 9 h), and harvested for western blot. **C** 293T cells were transfected with indicated plasmids for 36 h followed by treatment with 10 μM MG132 for 12 h, and harvested for western blot. **D** 293T cells were transfected with indicated plasmids and treated with 100 μg/ml CHX for indicated time. Cells were harvested for western blot. HA-KDM5C abundance was quantified by ImageJ and plotted as indicated. **E**, **F** *TRIM11* was knocked down in MDA-MB-231 (**E**) or MDA-MB-468 (**F**) cells with siRNAs. After 48 h, cells were harvested for western blot as indicated. **G** *TRIM11* was knocked down by siRNA in MDA-MB-231 cells, and 48 h later cells were treated with 100 μg/ml CHX for indicated time. Cells were harvested for western blot. KDM5C abundance was quantified by ImageJ and plotted as indicated.

### TRIM11 regulates KDM5C in breast cancer cells

To investigate whether endogenous TRIM11 regulates KDM5C, we knocked down *TRIM11* with different siRNAs in multiple cell lines, including breast cancer cell lines MDA-MB-231 and MDA-MB-468, kidney cell lines HEK293T, 769-P, 786-O and OS-RC-2, liver cell lines HepG2, HL7702 and Li-7, colon cell lines HCT15 and SW480, prostate cell lines PC3, DU145, 22RV1 and PNT1A, cervix cancer cell line HeLa, bladder cell lines EJ, SV-HUC-1 and UMUC3, and osteosarcoma cell line U2OS. We found that *TRIM11* knockdown elevated KDM5C protein level in breast cancer cell lines MDA-MB-231, MDA-MB-468, and kidney cell lines HEK293T, but did not affect its mRNA level (Fig. 1E, F, Supplementary Fig. S1B–E). The results suggest that TRIM11 selectively regulates KDM5C stability in breast cancer cells and HEK293T, but not other tested cell lines. We knocked down *TRIM11* in MDA-MB-231 and treated cells with CHX. The decay rate of endogenous KDM5C was lowered down with *TRIM11* deficiency (Fig. 1G). These indicate TRIM11 regulates the protein stability of endogenous KDM5C in certain cell lines.

### TRIM11 interacts with KDM5C

To investigate whether TRIM11 interacts with KDM5C, we exogenously expressed Flag-TRIM11 with or without HA-KDM5C and treated cells with MG132. The result of co-immunoprecipitation showed that TRIM11 interacts with KDM5C (Fig. 2A). We then purified bacteria-expressed GST-TRIM11 and performed GST pulldown assay, which successfully pulled down HA-KDM5C from cell lysate (Fig. 2B). It indicates that TRIM11 probably directly interacts with KDM5C. Co-immunoprecipitation assays with antibodies recognizing KDM5C or TRIM11 indicate that endogenous TRIM11 also interacts with KDM5C (Fig. 2C, D). To map the domains of KDM5C responsible for TRIM11 interaction, a series of KDM5C truncations were constructed (Supplementary Fig. S2A). The results of co-immunoprecipitation assays show that KDM5C fragment A, C, D, F, G interacted with TRIM11, which suggest that the fragment (67-372AA) containing ARID and PHD domains is required for TRIM11 interaction (Supplementary Fig. S2A–G).

**Fig. 2:**
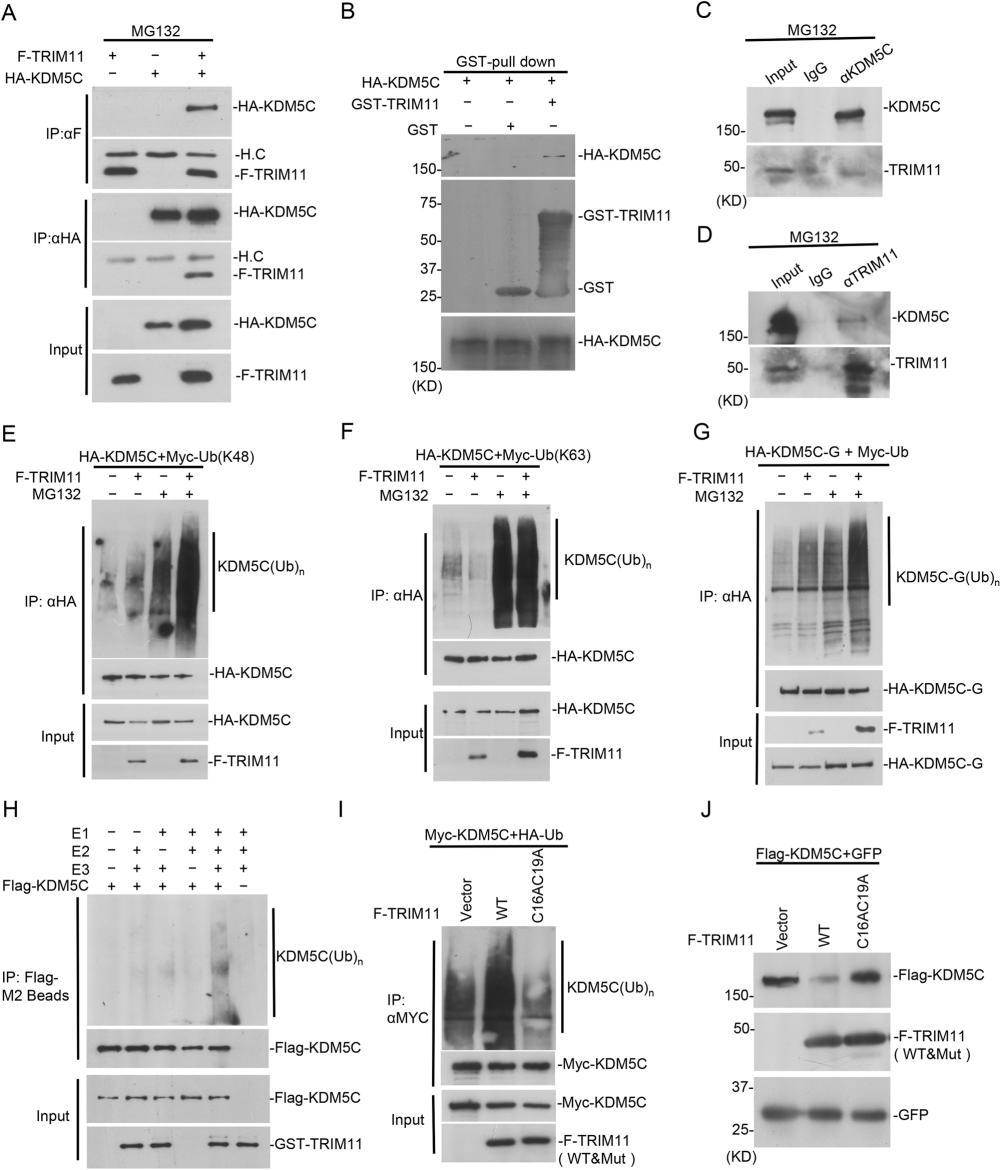
TRIM11 interacts with and poly-ubiquitinates KDM5C. **A** 293T cells were transfected with indicated plasmids for 36 h and treated with 10 μM MG132 for 12 h. Co-IP was performed with anti-Flag and anti-HA antibody. **B** GST-TRIM11 was expressed and purified from bacteria. HA-KDM5C was expressed in 293T cells and lysates were subject to GST pulldown assay. **C**,**D** MDA-MB-231 cells treated with MG132 were used for co-IP with KDM5C and TRIM11 antibodies, followed by western blot analysis. **E–G** 293T cells were transfected with HA-KDM5C (**E**, **F**)/HA-KDM5C-G (**G**), F-TRIM11 and Myc-Ub (WT/K48/K63) plasmids for 36 h followed by MG132 (10 μM) treatment for 12 h. Cell lysates were subjected to immunoprecipitation with anti-HA followed by western blot with anti-Myc. **H** In vitro ubiquitination assay was performed in the presence of Ub, E1, E2(UbCH5b), bacteria-purified GST-TRIM11 and 293T-purified Flag-KDM5C. **I** 293T cells were transfected with Myc-KDM5C, HA-Ub, F-TRIM11(WT) or F-TRIM11(C16AC19A). Ubiquitination of KDM5C was measured. **J** Flag-KDM5C, F-TRIM11(WT) and F-TRIM11(C16AC19A) were expressed in 293T cells and western blotting was performed as indicated.

### TRIM11 is a ubiquitin E3 ligase for KDM5C

To study whether TRIM11 is a ubiquitin E3 ligase for KDM5C, we expressed HA-KDM5C and Myc-Ubiquitin (K48, all lysine mutated except K48) in HEK293T cells with or without TRIM11. TRIM11 expression increased the poly-ubiquitination chain on KDM5C and MG132 treatment further elevated KDM5C poly-ubiquitination level (Fig. 2E). TRIM11 exogenous expression also promoted the poly-ubiquitination of endogenous KDM5C in MDA-MB-231 (Supplementary Fig. S2I). As comparison, TRIM11 did not increase KDM5C ubiquitination level with Myc-Ubiquitin (K63, all lysine mutated except K63), indicating TRIM11 specifically promotes K48-linked poly-ubiquitination on KDM5C (Fig. 2F). To study the KDM5C fragments responsible for ubiquitination, we checked the poly-ubiquitination effect of the above fragments by TRIM11 and found that TRIM11 ubiquitinated KDM5C-G but not others (Fig. 2G, Supplementary Fig. S2B and H). We further performed in vitro ubiquitination assay with TRIM11 purified from bacteria and Flag-KDM5C purified from HEK293T, and the results show that TRIM11 is able to poly-ubiquitinated KDM5C in vitro (Fig. 2H). We further mutated two cysteine residues (C16 and C19) in the ring finger domain of TRIM11 to alanine and the results of ubiquitination assay show that the TRIM11 mutant could not catalyze KDM5C poly-ubiquitination and decrease KDM5C level, indicating the ubiquitin E3 ligase activity of TRIM11 is dependent on its ring finger domain (Fig. 2I, J). To examine the subcellular localization of TRIM11 and KDM5C, confocal analysis was performed with their antibodies, which showed that the endogenous TRIM11 and KDM5C are both localized in nuclear and cytosol (Supplementary Fig. S2J). All these together indicate that TRIM11 is a ubiquitin E3 ligase for KDM5C.

### TRIM11 regulates cancer cell proliferation and migration through KDM5C

To investigate the roles of TRIM11 and KDM5C in cancer cells, we first constructed stable expressed cell lines of TRIM11 and KDM5C in MDA-MB-231. Cell proliferation assay with MTT showed that TRIM11 expression enhanced proliferation significantly, and KDM5C expression repressed cell proliferation (Supplementary Fig. S3A). Transwell assay showed that TRIM11 expression increased cell migration and KDM5C expression repressed migration enhanced by TRIM11 (Supplementary Fig. S3B,C). Flow cytometry results showed that TRIM11 expression increased the percentage of S phase and decreased the percentage of G1 phase (Supplementary Fig. S3D). Besides the above, we constructed stable cell lines of *TRIM11* knockdown, *KDM5C* knockdown and double knockdown (DKD) in MDA-MB-231 (Fig. 3A). Real time cell proliferation assay showed that *TRIM11* knockdown decreased cell proliferation, while *KDM5C* knockdown increased proliferation and rescued the phenotype caused by *TRIM11* knockdown (Fig. 3B). Transwell assay showed that *TRIM11* knockdown decreased cell migration rate, and *KDM5C* knockdown increased cell migration and rescued the phenotype caused by *TRIM11* knockdown (Fig. 3C, D). Scratch assay for cell migration supported the same conclusion (Supplementary Fig. S3E). *TRIM11* and *KDM5C* stable knockdown cell lines were also established in MDA-MB-468 and ZR-75-30 breast cancer cells. In MDA-MB-468-derived cell lines, their proliferation rates did not show significant difference, while *KDM5C* knockdown increased cell migration and *TRIM11* knockdown decreased it (Supplementary Fig. S4A–C). In ZR-75-30-derived cell lines, cell proliferation had no significant difference either, and *KDM5C* knockdown increased cell migration. Interestingly, *TRIM11* knockdown did not affect KDM5C level and did not significantly affect cell migration (Supplementary Fig. S4D–F). The results further support that TRIM11 regulates cell migration through KDM5C. These results together indicate that TRIM11 promotes breast cancer cell proliferation and migration. MDA-MB-468 is considered as a triple-negative breast cancer (TNBC) cell line, and ZR-75-30 for luminal B subtype. Our data suggest the regulation of KDM5C by TRIM11 is potentially specific for TNBC cells.

**Fig. 3:**
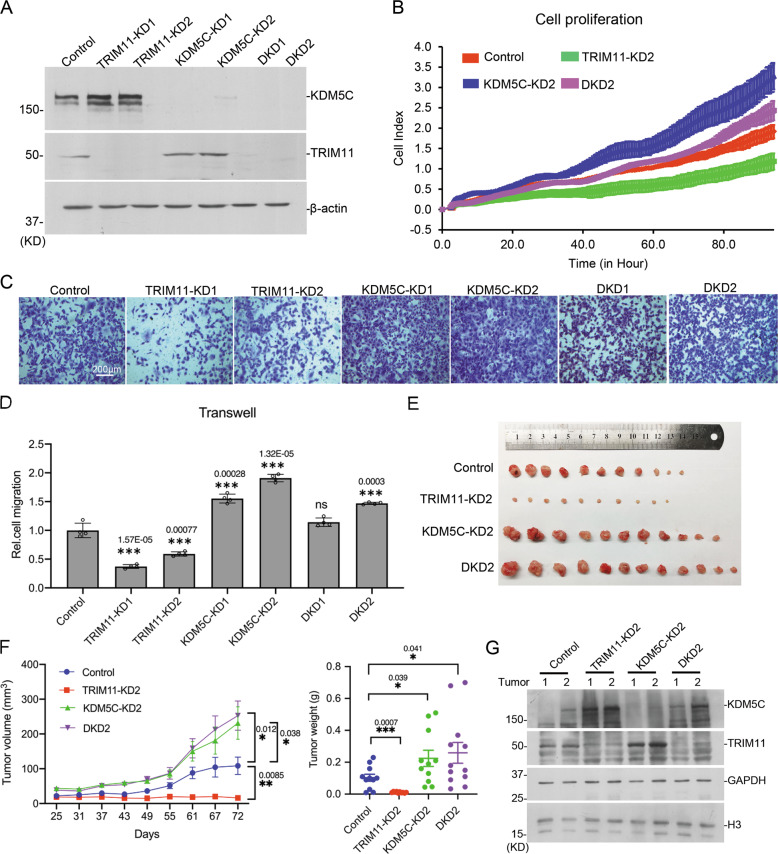
TRIM11 promotes proliferation and migration of breast cancer cells via degrading KDM5C. **A** TRIM11 knockdown (TRIM11-KD), KDM5C knockdown (KDM5C-KD) and Double knockdown (DKD) MDA-MB-231 cell lines were constructed using CRISPR/Cas9 system. Two sgRNAs were designed per gene. **B** Cell proliferation of the cells in (**A**) were monitored with real-time cell analysis (RTCA). **C**,**D** Cell migration of the above cell lines were tested by transwell assay. Four views of the cell migration images were taken for each cell line. The number of moving cells was counted by image J. Bar = 200 μm. **E** The indicated stable cells derived from MDA-MB-231 were injected into nude mice. The tumors were dissected and pictured. **F** Tumor growth curve (left) and tumor weight (right) were shown as mean ± SEM. ^*^p value ≤ 0.05, ^**^p value ≤ 0.01, ^***^p value ≤ 0.001. **G** Two tumors from each group was random picked and assayed with western blotting to confirm they are from original cell lines.

To investigate the roles of TRIM11 and KDM5C in breast cancer, we first injected the above stable knockdown cells derived from MDA-MB-231 into nude mice. The results showed that *TRIM11* knockdown greatly reduced the volume and weight of tumors, and *KDM5C* knockdown increased tumor growth (Fig. 3E–G). The DKD cells had no significant difference with *KDM5C* knockdown cells (Fig. 3E–G). It is probably because KDM5C acts downstream of TRIM11 and probably has an overwhelming effect on *TRIM11* knockdown.

### TRIM11 promotes breast cancer and regulates KDM5C in vivo

To further examine the role of TRIM11 in vivo, we constructed *TRIM11* knockout mouse model (Supplementary Fig. S5A, B). *TRIM11* knockout did not affect the growth and body weight obviously (Supplementary Fig. S5C). We crossed the mice with *MMTV-PyVT* breast cancer mouse model. Our results showed that the tumors of *Trim11*^+/−^*MMTV-PyVT* mice grew much slower compared with that of *Trim11*^+/+^*MMTV-PyVT* mice (Fig. 4A). Both tumor weight and volume were smaller in *Trim11*^+/−^*MMTV-PyVT* mice (Fig. 4B, C), supporting *TRIM11* as an oncogene (Fig. 4A–C). 

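The mRNA level of Kdm5c was also given by RNA-Seq of tumors from 3 Trim11+/+ and 3 Trim11+/- MMTV-PyVT mice, a strain in which a viral oncogene expressed in the mammary gland causes tumors. Trim11, the targeted gene (ENSMUSG00000020455.16), lies on chromosome 11 of mm10 from 58978093 to 58991458. Its expression, in FPKM, a number of fragments scaled by gene length and library size, was 37.1 ± 1.84 (SD, n = 3 mice) in the Trim11+/+ tumors and 23.2 ± 0.660 (SD, n = 3) in the Trim11+/- tumors, a ratio of 0.626. Every Trim11+/- tumor was below every Trim11+/+ tumor (two-sided exact permutation test, p = 0.1, the smallest p that 3 tumors against 3 allow). In limma's moderated test over all genes the log2 fold change of Trim11 was -0.65 (standard error 0.08), and after Benjamini-Hochberg adjustment p was 0.199. Kdm5c (ENSMUSG00000025332.14) lies on the X chromosome from 152233020 to 152274535 and had between 1522 and 2292 reads per tumor. Its FPKM was 27.7 ± 2.62 (SD, n = 3) in the Trim11+/+ tumors and 24.1 ± 0.647 (SD, n = 3) in the Trim11+/- tumors. The log2 fold change of Kdm5c was -0.19 (standard error 0.10, limma adjusted p = 0.739), and its exact permutation p was also 0.1. Across the alternatives the log2 fold change of Kdm5c stayed between -0.27 and -0.15, and its adjusted p did not go below 0.696.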

*TRIM11* deficiency did not affect *KDM5C* mRNA level in tumors (Supplementary Fig. S5D, E). Consistent with the above biochemical results, *TRIM11* knockout increased KDM5C level in tumor tissues (Fig. 4D, E, Supplementary Fig. S5F). 

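For the RNA-Seq experiment, poly(A) RNA of tumors from 3 Trim11+/+ and 3 Trim11+/- MMTV-PyVT mice of 3 months was made into non-directional libraries and sequenced in paired reads, with 1 library per tumor. The authors trimmed the reads, mapped them to mm10 with HISAT2, computed expression levels and deposited one FPKM value per gene and tumor. The paper names Cufflinks for the expression levels. Within a gene, the deposited values were whole multiples of a single step for 98.8% of the genes that could be checked, so each value corresponds to a whole number of reads. The library totals recovered from these steps were 10927134, 10166606 and 10036103 reads for Trim11+/+ tumors 1 to 3, and 11117125, 8793199 and 10745628 reads for Trim11+/- tumors 1 to 3. A single read on a gene of 1 kb gave an FPKM of 0.09 in the deepest library and 0.114 in the shallowest. The table holds 55228 gene symbols after 1 row was kept for each symbol, and 17328 of them had a mean FPKM of at least 0.5 over the 6 tumors and were tested. The values were taken as log2(FPKM + 1) and compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. The paper identifies DEGs by a 1.5-fold change and a p-value under 0.05. Its statistics section names an unpaired two-tailed Student's t test, and does not say whether that test was used for DEGs or whether p-values across genes were adjusted. The DEGs counted here had a ratio of mean FPKM of at least 1.5 in either direction and an unadjusted limma p under 0.05.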

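By the fold and p rule, 301 genes were higher and 324 genes lower in the Trim11+/- tumors than in the Trim11+/+ tumors. Of these 625 DEGs, 544 had no overlap between the genotypes, while 2318 of all 17328 genes tested had none (13.4%, against the 10.0% that chance gives for 3 tumors against 3). After adjustment 1 gene had a p under 0.05, the noncoding 2610507I01Rik, named after its value was seen, and 1202 genes had an unadjusted p under 0.05. Without a limit on mean FPKM the counts were 479 higher and 491 lower genes. The fold alone, without a p, gave 1121 higher and 1195 lower genes, close to the numbers in the paper's own lists. That setting was chosen after the values were seen.
Among DEGs with a mean FPKM of at least 5 and no overlap between the genotypes, leaving out ribosomal protein genes, small RNAs and symbols that start with Gm or end in Rik or -ps, the largest ratios were those of Scgb2b26, Scgb1b27, Pip, Mup5 and Cldn10, and the smallest those of Krt5, Oas2, Oasl2, Hba-a1 and Wfdc12. Their limma adjusted p-values lay between 0.386 and 0.678. Scgb2b26, Scgb1b27, Mup5 and Hba-a1 belong to families with close copies between which reads could be split, so their values are uncertain. Scgb1b27, a secretoglobin gene on chromosome 7 from 34021483 to 34022881, rose from 7.05 ± 7.65 (SD, n = 3) to 145 ± 61.9 FPKM (SD, n = 3), a log2 fold change of 4.56 (standard error 0.69). Krt5, a keratin gene on chromosome 15 from 101707070 to 101712898, fell from 65.5 ± 37.8 (SD, n = 3) to 14.3 ± 6.24 FPKM (SD, n = 3), a log2 fold change of -2.05 (standard error 0.52).
In place of the DAVID terms, lists of genes for the processes the paper names, written from general knowledge, were tested with limma's camera at an inter-gene correlation of 0.01. The 39 positive regulators of cell migration had a median log2 fold change of -0.12 in the Trim11+/- tumors, 26 of them were lower, and the adjusted p was 0.0166. Without Trim11+/- tumor 3 their median was -0.03. The 22 extracellular matrix genes had a median of -0.44, with 20 lower (adjusted p = 2.9e-07). For metabolism, the 20 genes of fatty acid and milk lipid synthesis had a median of -0.07 (adjusted p = 0.767), and 1 of them passed the limma threshold when adjusted over the list alone, against 0 when adjusted over all genes tested. The 17 proliferation genes had a median of -0.11 (adjusted p = 0.185). Under fry, 1 of the 8 lists that camera called had an adjusted p under 0.05, the 3 neutrophil markers, and with an inter-gene correlation estimated from these tumors none had. The paper proposes an enrichment of migration, immune and metabolic pathways among the DEGs of Trim11-deficient tumors.

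**Figure D1:**
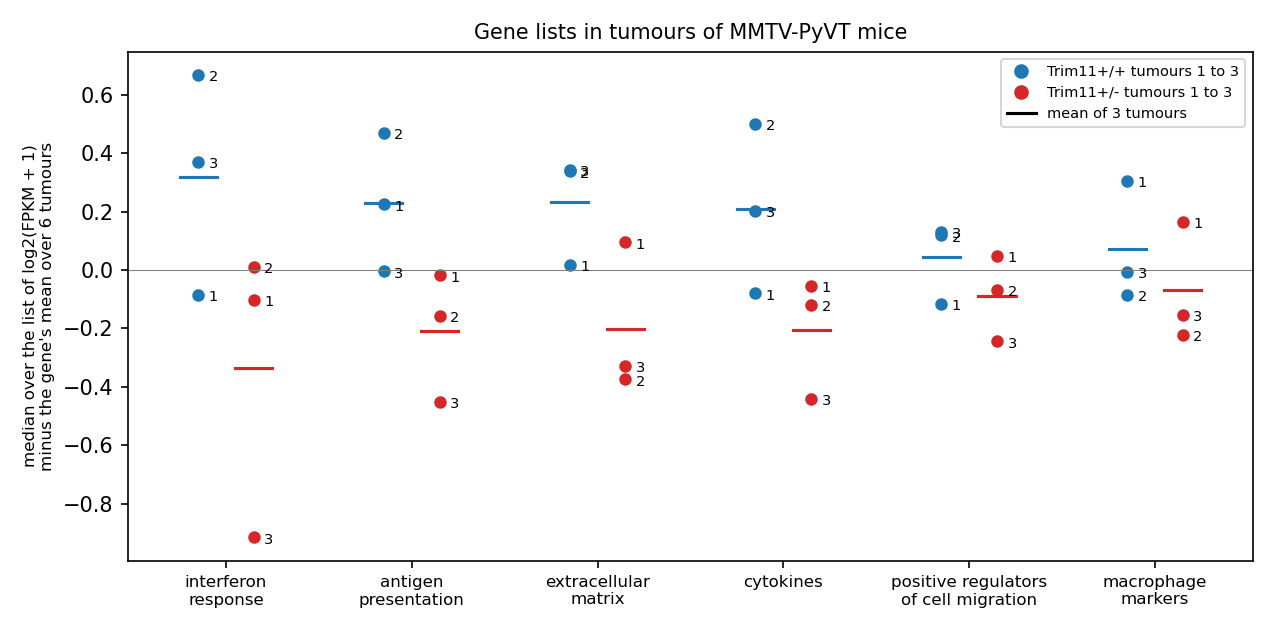
Level of 6 gene lists in each tumor, as the median over a list's genes of log2(FPKM + 1) minus the gene's mean over the 6 tumors. Points are tumors numbered by replicate, blue for Trim11+/+ and red for Trim11+/-, and bars are means of 3 tumors. For the interferon response list Trim11+/- tumor 3 lies lowest at -0.92, and Trim11+/+ tumor 1 at -0.09 lies among Trim11+/- tumors 1 and 2.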

RNA-Seq analysis was performed and the results suggested that in comparison with the tumors of wild type mice, the different expressed genes (DEGs) in the tumors of *TRIM11* deficiency mice were enriched in pathways of cell migration, immune response and metabolisms (Supplementary Fig. S5G, H, Supplementary Tables 1–3). All these indicated that *TRIM11* plays an oncogenic role in breast cancer animal model and regulates KDM5C in breast cancer tissues.

**Fig. 4:**
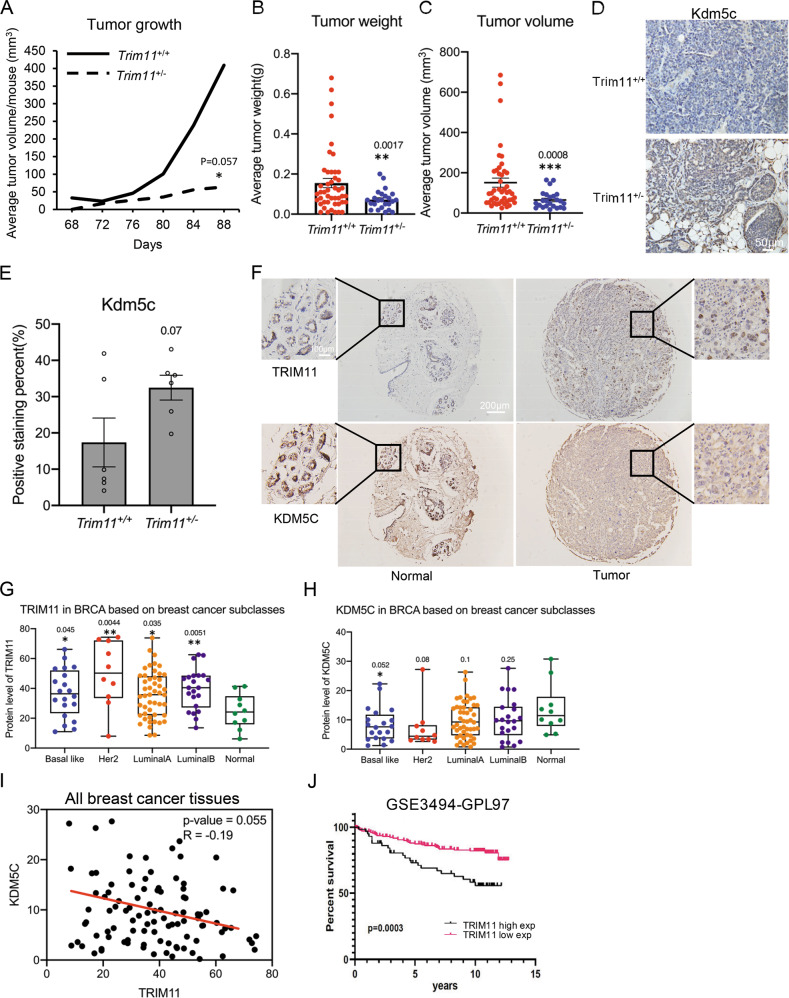
TRIM11 promotes mammary tumorigenesis and regulates KDM5C in vivo. **A** Tumor growth of Trim11 wild type or KO MMTV-PyVT mice, indicated as total tumor volume / mouse number (Trim11^+/+^ mice, *n* = 12; Trim11^+/−^ mice, *n* = 7). **B**, **C** The average weight and volume of breast tumors when sacrificed, shown as mean ± SEM (Trim11^+/+^ tumors, *n* = 46; Trim11^+/−^ tumors, *n* = 24). **D**, **E** Representative Kdm5c immunohistochemical (IHC) staining of breast cancer tissues from *Trim11*^+/+^ and *Trim11*^+/−^ *MMTV-PyVT* mice (*n* = 6). **F** Representative TRIM11 and KDM5C IHC staining in tumor tissue microarray (TMA). **G**, **H** Expression of TRIM11 and KDM5C in human breast cancer TMA was shown as mean, min to max and all points according to molecular subclasses. **I** Correlation of TRIM11 and KDM5C expression level in TMA. **J** Overall survival of BRCA patients with high and low TRIM11 expression was analyzed and plotted using GSE3494 datasets and the Kaplan–Meier method. Statistical analysis was performed using unpaired two-tailed Student’s *t* test (**A**, **B**, **C**, **D**, **G**, **H**), ^*^p value ≤ 0.05, ^**^p value ≤ 0.01, ^***^p value ≤ 0.001.

### Correlation of TRIM11 and KDM5C in breast cancer patients

To further explore the relationship between TRIM11 and KDM5C in breast cancer patient tissues, we performed immunohistochemical (IHC) staining with commercially available breast cancer tissue arrays (Fig. 4F). The result showed that TRIM11 mainly increased in nuclei, and KDM5C was high in the nuclei of normal tissue cells and low in the nuclei of tumor tissue cells (Fig. 4F). These suggest that in breast cancer tissues, TRIM11 probably mainly regulates KDM5C in nuclei. We divided the tissues into four subgroups according to the provided information of molecular marks, and found that TRIM11 was higher expressed and KDM5C was lower expressed in all four groups of breast cancer tissues (Fig. 4G, H). TRIM11 expression was correlated with progressive cancer stage, higher in all IIA, IIB, IIIA and IIIB stages, while KDM5C behaved the opposite (Supplementary Fig. S6A, B). TRIM11 was also expressed higher in high metastatic tumors and KDM5C was lower expressed (Supplementary Fig. S6C, D). The expression of TRIM11 and KDM5C in all tested tumor tissues was correlated, and the p value was very close to the significant value (*p* = 0.055) (Fig. 4I). For cancer subgroups, TRIM11 and KDM5C were significant correlated in Her2 subgroup (Supplementary Fig. S6E–H). Our IHC result gave us positive signals both in cytoplasm and nuclei, and TRIM11 probably only regulates nuclear but not cytoplasmic KDM5C (Fig. 4F), which may be the reason that the *p* value in the correlation analysis did not reach the significant value. Analysis with public data showed that *TRIM11* was highly expressed in breast cancer, as well as in many other types of cancer, compared with their corresponding normal tissues (Supplementary Fig. S6I, J), and the patients with higher *TRIM11* expression is associated with worse survival rates (Fig. 4J). The mRNA level of *KDM5C* is significantly lower in some breast cancer datasets (Supplementary Fig. S6K). These suggest that *TRIM11* plays oncogenic roles in many types of cancer, while *KDM5C* may be behaves as a tumor suppressor only in breast cancer.

### TRIM11 regulates H3K4me3 on enhancers through KDM5C

To further investigate the molecular mechanisms for TRIM11 and KDM5C in regulating breast cancer, we performed RNA-Seq and ChIP-Seq analysis in *TRIM11* or *KDM5C* knockdown cells derived from MDA-MB-231 (Supplementary Table 4). 

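The RNA-Seq data of this experiment come from 7 libraries of MDA-MB-231, a human breast cancer cell line, in which genes were targeted with Cas9 and a guide RNA. There was 1 Control line with a guide against GFP, and there were 2 lines each for TRIM11-KD (TRIM11 guides 1 and 2), KDM5C-KD (KDM5C guides 1 and 2) and double knockdown (DKD, TRIM11 guide 1 or 2 together with KDM5C guide 2). Poly(A) libraries were sequenced in paired reads, and the authors mapped them to hg19 with HISAT2 and deposited FPKM values from Cufflinks. The total over all genes was between 494156 FPKM in DKD1 and 514080 FPKM in DKD2. These values carry no read numbers, so the depth of each library is unknown. Of 24548 gene symbols, 12656 had a mean FPKM of at least 0.5 over the 7 libraries.
With a single Control library no p-value was computed against Control. A gene was counted as changed in a knockdown when both of its lines were at least 1.5 times above, or both at least 1.5 times below, Control, following the overlap of both lines that the heading of Supplementary Table 5 gives. The 6 knockdown libraries were compared with each other by limma on log2(FPKM + 1). Because each knockdown is set against the same Control library, counts and overlaps were also computed in 1000 simulations of unchanged groups that share 1 control.
KDM5C (ENSG00000126012.13_13, X chromosome of hg19) had an FPKM of 30.3 in Control, 20.6 and 21.4 in KDM5C-KD1 and KDM5C-KD2, 18.8 and 22.7 in DKD1 and DKD2, and 29.8 and 28.4 in TRIM11-KD1 and TRIM11-KD2. TRIM11 (ENSG00000154370.16_9, chromosome 1) had an FPKM of 12.6 in Control, 13.4 and 10.6 in the libraries labelled TRIM11-KD1 and TRIM11-KD2, and 16.1 and 9.38 in those labelled DKD1 and DKD2. TRIM11 mRNA was therefore not lower than in Control in the libraries labelled TRIM11-KD1 and DKD1. The paper selected infected cells with puromycin and examined them by western blotting. Cuts by Cas9 need not lower the mRNA of the gene they disrupt, and an error in the labels is not excluded by these values.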

The analysis showed that in *KDM5C* knockdown cells the down-regulated DEGs were enriched in immune pathways (Supplementary Fig. S7A, Supplementary Table 5), and the up-regulated DEGs were enriched in pathways involved in immune response, metabolism and cell migration (Supplementary Fig. S7B, Supplementary Table 6). 

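In both KDM5C-KD lines, 661 genes were at least 1.5 times above Control and 503 genes at least 1.5 times below it. A change of KDM5C-KD1 alone was counted for 1032 higher and 777 lower genes, and of KDM5C-KD2 alone for 1456 higher and 1652 lower genes. In simulations of unchanged groups between 516 and 656 genes were higher and between 496 and 637 lower. The count of lower genes in both lines lies inside the range that a shared control and the spread between lines give. The count of higher genes, 661, lies just above that range. Of the 1000 simulations, 998 had at least 503 lower genes. The simulations are only an approximate comparison, since all 1000 gave more changed genes than the 411 higher and 327 lower in TRIM11-KD. A count inside their range therefore does not show that the lower genes are unchanged. For KDM5C-KD2 alone the simulations gave between 1224 and 1458 higher and between 1227 and 1425 lower genes. Its count of lower genes lies above that range and its count of higher genes inside it, but each rests on 1 library. Counting genes by the mean of the 2 lines moved the KDM5C-KD counts to 1172 higher and 939 lower. A pseudocount of 1 moved them to 336 and 317.
Leaving out ribosomal protein genes and small RNAs, among the higher genes with a mean FPKM of at least 5 the largest mean log2 ratios were those of XAGE1B, PSG2, LEPREL2, TPGS1 and MAGEC2, and among the lower genes the smallest were those of CCL2, CST1, CST4, CST2 and CALB2. XAGE1B, PSG2, CST1, CST2 and CST4 have close copies with which reads could be shared. TPGS1 (chromosome 19) had an FPKM of 1.16 in Control and 8.82 ± 1.13 (SD, n = 2 lines) in KDM5C-KD, and it was also above Control in TRIM11-KD1 and TRIM11-KD2 (3.82 and 6.18) and in DKD1 and DKD2 (7.02 and 6.95). CST1 (chromosome 20) fell from 1380 FPKM in Control to 58.5 in KDM5C-KD1 and 0.907 in KDM5C-KD2, and it also fell in TRIM11-KD1, to 575 FPKM, and in TRIM11-KD2, to 37.0 FPKM.
The median log2 ratio to Control of 20 antigen presentation genes was -0.63 in KDM5C-KD, and 20 of 20 were lower. It was -0.20 in KDM5C-KD1 and -0.88 in KDM5C-KD2. Its percentile among 10000 random lists of the same size and expression was 0.0. For 34 interferon response genes the median was -0.11, at percentile 7.7. Among lists for metabolism, the median over 5 metallothioneins was 1.28 at percentile 100.0, and over 7 aldo-keto reductases it was -0.51 at percentile 0.195, with -0.17 in KDM5C-KD1 and -0.59 in KDM5C-KD2. The 35 positive regulators of cell migration had a median of 0.14 at percentile 99.4, with 0.11 in KDM5C-KD1 and 0.02 in KDM5C-KD2. For 17 proliferation genes the median was 0.24 and 17 of 17 had a mean above Control, with a median of 0.038 in KDM5C-KD1 (10 of 17 higher) and 0.41 in KDM5C-KD2 (16 of 17 higher). These percentiles describe the libraries and are not tests.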

In *TRIM11* knockdown cells the down-regulated DEGs were enriched in Notch pathway and transcription process (Supplementary Fig. S7C, Supplementary Table 7), and the up-regulated DEGs were enriched in pathways involved in immune response, metabolism and cell migration (Supplementary Fig. S7D, Supplementary Table 8). 

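In both libraries labelled TRIM11-KD, 411 genes were at least 1.5 times above Control and 327 at least 1.5 times below it. These counts were under the simulated range of 507 to 657 higher and 494 to 627 lower genes. The simulations are therefore only an approximate comparison. The mean over the 2 lines gave 842 higher and 660 lower genes, and a pseudocount of 1 gave 128 and 150.
The largest mean log2 ratios among higher genes with a mean FPKM of at least 5, again without ribosomal protein genes and small RNAs, were those of XAGE1B, CST6, IL24, TP53I11 and TPGS1, and the smallest among lower genes were those of SPDEF, CST4, CST1, CST2 and COL11A1. CST6 (chromosome 11) had an FPKM of 0.520 in Control, 7.07 in TRIM11-KD1 and 9.09 in TRIM11-KD2, with 23.6 and 0.709 in KDM5C-KD1 and KDM5C-KD2 and 58.4 and 18.4 in DKD1 and DKD2. SPDEF (chromosome 6), a transcription factor gene, had 30.3 in Control, 7.20 in TRIM11-KD1 and 0.675 in TRIM11-KD2, and it was also below Control in KDM5C-KD1 and KDM5C-KD2 (3.17 and 1.07) and in DKD1 and DKD2 (3.80 and 0.339).
The 24 Notch pathway genes had a median log2 ratio to Control of 0.049, at percentile 82.1 of random lists, with 0.045 in TRIM11-KD1 and 0.012 in TRIM11-KD2, and 10 of them were lower. Their enrichment among the lower genes was not tested. For 7 aldo-keto reductases the median was 1.03 at percentile 100.0, with 1.34 in TRIM11-KD1 and 0.61 in TRIM11-KD2. For 5 metallothioneins it was -0.35 at percentile 0.75, and for 35 positive regulators of cell migration 0.021 at percentile 80.5, with opposite signs in TRIM11-KD1 (0.041, percentile 93.75) and TRIM11-KD2 (-0.17, percentile 0.3). The proliferation list had a median of 0.04 at percentile 89.1, with opposite signs in TRIM11-KD1 (-0.14) and TRIM11-KD2 (0.19). TRIM11 mRNA itself was not lower in the library labelled TRIM11-KD1.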

*KDM5C* knockdown caused H3K4me3 upregulation on enhancers and *TRIM11* knockdown did not affect the global H3K4me3 obviously (Fig. 5A, B). However, when comparing promoters and H3K4me3-enriched enhancers, *TRIM11* knockdown affected much more H3K4me3 peaks on enhancers than promoters (Fig. 5C). The adjacent genes to the enhancers regulated by KDM5C and TRIM11 were enriched in pathway in cancer, immune response, fatty acid metabolism and wound healing (Fig. 5D). These suggest that TRIM11 regulates H3K4me3 on enhancers of cancer-related genes through targeting KDM5C.

**Fig. 5:**
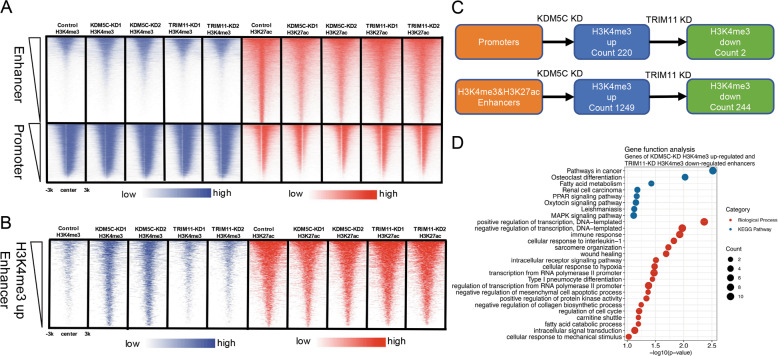
TRIM11 regulates H3K4me3 on enhancers through KDM5C. **A**, **B** Heat maps generated from ChIP-seq data showing the occupancy of H3K27ac and H3K4me3 on enhancers, promoters and KDM5C regulated enhancers in TRIM11-KD and KDM5C-KD MDA-MB-231 cell lines. **C** A sketch map to show the pipeline to identify promoters and H3K4me3-enriched enhancers regulated by TRIM11 and KDM5C. Differential H3K4me3 peaks in KDM5C-KD were identified by 1.5-fold change, and 1-fold change in TRIM11-KD. **D** Biological process and KEGG pathway enrichment analyses of adjacent genes controlled by enhancers whose H3K4me3 was up-regulated in KDM5C-KD and down-regulated in TRIM11-KD.

### TRIM11 and KDM5C control *MCAM* expression through enhancer regulation

KDM5C is a regulator of enhancer activity and its deficiency should upregulate the expression of its target genes. Since previous results showed that TRIM11 and KDM5C regulate cell migration, we examined the migration-related DEGs upregulated in *KDM5C* knockdown cells and rescued in DKD cells, to identify the potential target genes of TRIM11 and KDM5C (Fig. 6A, Supplementary Fig. S8A–C, Supplementary Table 9). 

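Of the 661 genes higher in both KDM5C-KD lines, 148 were under 1.5 times Control in both DKD lines (22.4%). The paper's text does not define a rescued gene. In the simulations of unchanged groups a median of 123 genes met it (range 93 to 158), 15 of 1000 simulations reached 148, and the share was 21.4% at the median. By another rule, called the stricter rule below, both DKD lines had to be at least 1.5 times below both KDM5C-KD lines. It was met by 94 of the 661 genes, which need not be among the 148. Without a filter 321 genes met the stricter rule and 252 the first rule. For the stricter rule the simulations gave a median of 66 (range 43 to 97), and 2 of 1000 reached 94. Taking the mean of the 2 KDM5C-KD lines, with each DKD line still under 1.5 times Control, gave 393 rescued genes. For KDM5C-KD2 alone, whose KDM5C guide both DKD lines share, 682 of 1456 higher genes were rescued (46.8%), against 462 to 599 genes and 35.3% to 43.3% in the simulations.
Compared directly by limma, 0 of 12656 genes had an adjusted p under 0.05 between KDM5C-KD and DKD, and 1478 had an unadjusted p under 0.05, of which 733 were higher in KDM5C-KD. Between KDM5C-KD and TRIM11-KD the count was also 0, with 1246 genes under an unadjusted 0.05. Of the genes higher in KDM5C-KD, 76 (11.5%) had a mean over the TRIM11-KD lines under Control, against 3.97% to 11.1% in the simulations. The genes higher in both knockdowns numbered 197.
Of the migration-related genes shown in Fig. 6A, 10 have an entry of their own in these data. INS shares an entry with IGF2 and was left out. Of the 10 genes, 8 were at least 1.5 times above Control in both KDM5C-KD lines, the others being MCAM and F2RL1. GPNMB, NTF3 and FERMT3 were also rescued in both DKD lines by the definition above. That definition sets no lower limit. The ratio to Control was 0.614 for GPNMB in DKD1, and 0.297 for NTF3 and 0.248 for FERMT3 in DKD2. For 9 genes both DKD lines were below both KDM5C-KD lines, where chance gives 16.7%, although the paper chose these genes from the same libraries. MYLK (chromosome 3) had an FPKM of 36.5 in Control, 100 ± 27.6 (SD, n = 2 lines) in KDM5C-KD and 52.1 ± 4.57 (SD, n = 2) in DKD, with a log2 fold change of 0.91 between them (standard error 0.20, limma adjusted p = 0.379). SEMA3E (chromosome 7) had 0.810 in Control, 3.62 and 9.88 in KDM5C-KD1 and KDM5C-KD2, 0.759 and 1.61 in DKD1 and DKD2, and 1.39 and 1.44 in TRIM11-KD1 and TRIM11-KD2. As a list the 10 genes were higher in KDM5C-KD than in DKD by a median log2 fold change of 0.78 (10 of 10 genes, camera adjusted p = 1.6e-06) and higher than in TRIM11-KD by 0.97 (10 of 10, camera adjusted p = 4.5e-07). Adjusted over the list alone, 3 genes differed between KDM5C-KD and DKD and 6 between KDM5C-KD and TRIM11-KD, which is not independent evidence, since the list was chosen on these samples. The 35 positive regulators of cell migration, a list that does not rest on these samples, were higher in KDM5C-KD than in DKD by a median of 0.26 (23 of 35 genes, camera adjusted p = 0.00369). Over all comparisons between knockdown lines, none of the calls by camera held under fry or with an estimated correlation.

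**Figure D2:**
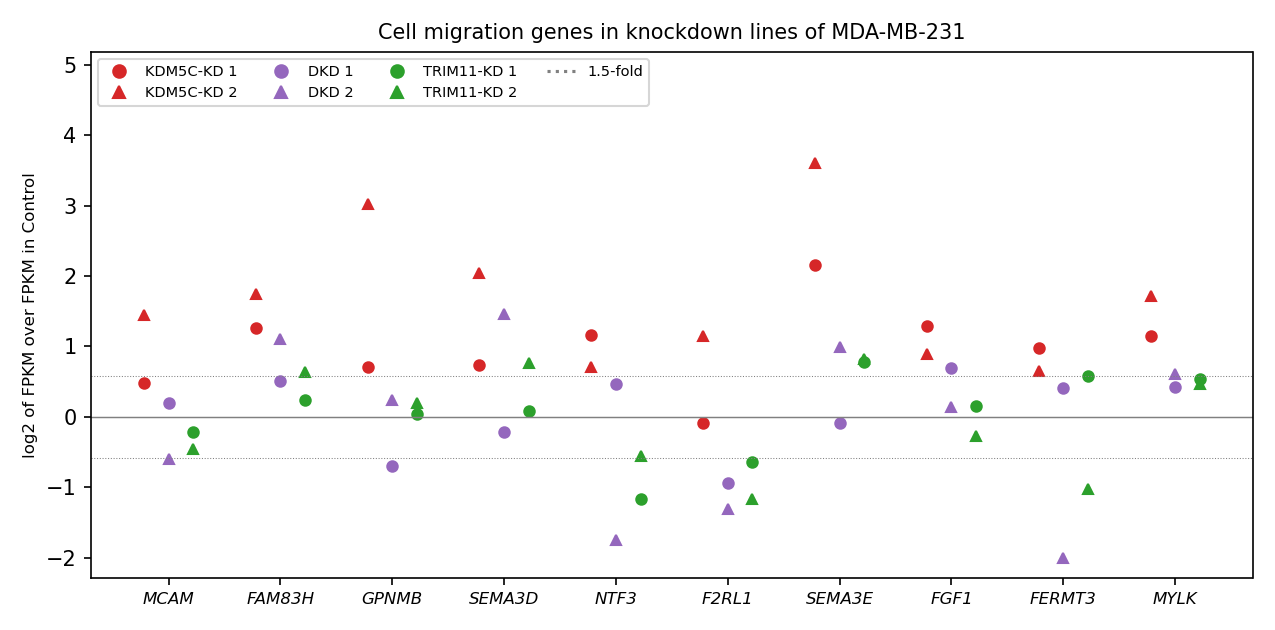
Expression of the 10 migration-related genes in each knockdown line, as the log2 of FPKM over FPKM in Control. Red marks are KDM5C-KD, purple DKD and green TRIM11-KD, circles are line 1 and triangles line 2, and dotted lines mark 1.5-fold. F2RL1 is below Control in KDM5C-KD1, with a ratio of 0.943, and above it in KDM5C-KD2, with 2.22.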

ChIP-Seq analysis in *TRIM11* and *KDM5C* knockdown cells showed that one enhancer around 4 kb upstream of *MCAM* TSS had strong H3K4me3 signal, which increased after *KDM5C* knockdown and decreased in *TRIM11* knockdown cells (Fig. 6B). 

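In RNA-Seq of the same cell lines, MCAM (ENSG00000076706.17_10, chromosome 11 of hg19) had an FPKM of 28.1 in Control, which has no replicate. It was 39.3 in KDM5C-KD1 and 76.6 in KDM5C-KD2, ratios of 1.4 and 2.72 to Control, so that KDM5C-KD1 stayed under 1.5-fold. In DKD1 and DKD2 it was 32.2 and 18.6, ratios of 1.14 and 0.660. In the libraries labelled TRIM11-KD1 and TRIM11-KD2 it was 24.2 and 20.4, ratios of 0.860 and 0.726. Both KDM5C-KD lines were above both DKD lines. The log2 fold change between KDM5C-KD and DKD was 1.13 (standard error 0.37, limma unadjusted p = 0.0211 and adjusted p = 0.388), and between KDM5C-KD and TRIM11-KD it was 1.27 (standard error 0.37, limma adjusted p = 0.495). The mean log2 ratio of KDM5C-KD to Control was 0.96, with 0.48 from KDM5C-KD1 alone and 1.45 from KDM5C-KD2 alone. From the MCAM level together with its ChIP, CRISPR-Cas9-KRAB and tumor data the paper concludes that TRIM11 and KDM5C act on MCAM expression through its enhancer.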

The mRNA level of *MCAM* increased in *KDM5C* knockdown cells and rescued in DKD cells (Fig. 6C). A previous published result of KDM5C ChIP-Seq analysis showed positive KDM5C peaks around the enhancer site (Fig. 6B) [25]. ChIP analysis with H3K4me3 and H3K27ac antibodies confirmed the change of histone modifications on the enhancer (Fig. 6D). ChIP assay showed that KDM5C was bound to *MCAM* enhancer site, which was confirmed with a HA-tagged KDM5C stable cell line (Fig. 6E & Supplementary Fig. S8D). A CRISPR-Cas9-KRAB system was used to study whether *MCAM* is the target gene of the identified enhancer [44]. Two different sgRNAs were designed and both of them repressed *MCAM* expression, supporting that the identified KDM5C-bound enhancer regulates *MCAM* (Fig. 6F). To examine the role of MCAM in cell migration, we knocked down *MCAM* in *KDM5C* knockdown MDA-MB-231 cells, and performed transwell and wound healing assays (Fig. 6G & Supplementary Fig. S8E). The result showed that *MCAM* knockdown suppressed the migration enhanced by *KDM5C* knockdown (Fig. 6H). In the breast cancer tissues of *Trim11*^*+/+*^ and *Trim*^*+/−*^ mice, *MCAM* expression was down-regulated with *Trim11* deficiency (Fig. 6I). 

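In the RNA-Seq data of 3 tumors per genotype, Mcam (ENSMUSG00000032135.15, chromosome 9 of mm10, 44134469 to 44142727) had between 825 and 1313 reads per tumor. Its FPKM was 29.2 ± 6.00 (SD, n = 3) in the Trim11+/+ tumors and 27.8 ± 2.50 (SD, n = 3) in the Trim11+/- tumors, a ratio of 0.950. The difference was within the spread between tumors of one genotype (two-sided exact permutation test, p = 0.9). The log2 fold change was -0.06 (standard error 0.16, limma adjusted p = 0.961). It changed sign when Trim11+/+ tumor 1 (0.10) or Trim11+/- tumor 1 (0.01) was left out. Whether the same tumors were measured by RT-PCR is not stated in the paper's text.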

All these indicate that TRIM11 and KDM5C regulate *MCAM* expression through targeting its enhancer. Analysis of patient survival rate with TCGA breast cancer data show that patients with higher *MCAM* expression have worse survival rate (Fig. 6J), further supporting that regulation of *MCAM* by TRIM11 and KDM5C is important for breast cancer.

**Fig. 6:**
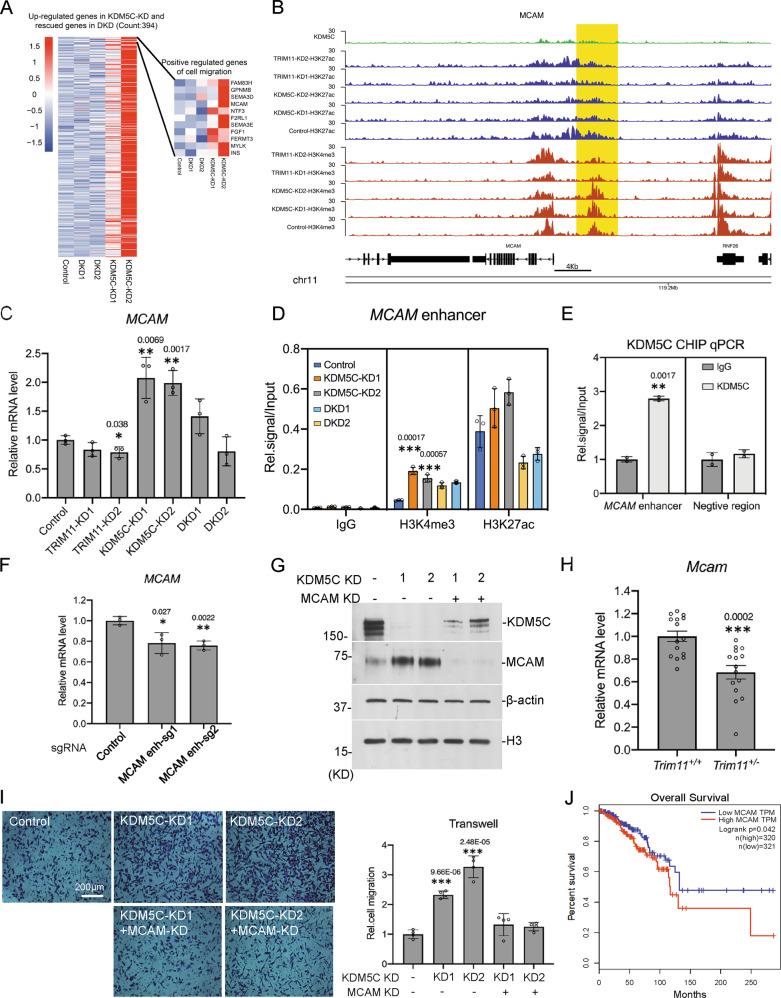
TRIM11 and KDM5C regulate cell migration through MCAM enhancer. **A** Heatmap of genes up-regulated in KDM5C-KD cell lines and rescued in DKD cell lines. Genes related to cell migration are highlighted at right. **B** The UCSC browser view to show KDM5C, H3K27ac and H3K4me3 enrichment on *MCAM* enhancer. **C** *MCAM* mRNA expression level in TRIM11-KD, KDM5C-KD and DKD cell lines (*n* = 3). **D** H3K27ac and H3K4me3 enrichment on *MCAM* enhancer in KDM5C-KD and DKD cell lines, analyzed by ChIP-qPCR (*n* = 3). **E** ChIP-qPCR analysis of KDM5C occupancy on the *MCAM* enhancer. IgG was used as the control. Statistics were presented as mean ± SD**. F** CRISPR-Cas9-KRAB system and two different sgRNAs were used and stable cell lines were established in MDA-MB-231. MCAM expression was detected with quantitative RT-PCR. **G** MCAM was stably knocked down in KDM5C knockdown MDA-MB-231 cells using the CRISPR/Cas9 system. **H** Cell migration of the cell lines in (**G**) were tested by transwell assay. Four views of the cell migration images were taken for each cell line. The number of moving cells was counted by image J. Relative cell migration was shown in the figure. **I** Quantitative RT-PCR analysis of *Mcam* gene in breast tumors of *Trim11*^+/+^ and *Trim11*^+/−^ MMTV-PyVT mice (*n* = 5, per group, 3 replicates). **J** Overall survival was analyzed and plotted using the Kaplan–Meier method. The survival rates for patients with high and low *MCAM* expression were plotted as red and blue lines, respectively. The number of patients in each group was shown in parentheses, *p* values were calculated using a log-rank test. Histograms were presented as mean ± SD (**C**, **D**, **E**, **G**) or SEM(**H**). ^*^p value ≤ 0.05, ^**^p value ≤ 0.01, ^***^p value ≤ 0.001.

### TRIM11 regulates inflammatory gene expression through KDM5C

The above RNA-Seq results found that many DEGs regulated by TRIM11 were enriched in immune response pathways (Supplementary Fig. S5F, G, S7C, D). 

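For the tumors, the immune lists were tested in the same way as those for migration. The 34 interferon response genes had a median log2 fold change of -0.63 in the Trim11+/- tumors, with 33 of 34 lower and 10 lower by the fold and p rule (camera adjusted p = 5.9e-14). The median was -0.35 without Trim11+/- tumor 3 and -0.82 without Trim11+/+ tumor 1. Oas2, an interferon-induced gene on chromosome 5 from 120730333 to 120749853, fell from 12.9 ± 4.31 (SD, n = 3) to 3.01 ± 0.920 FPKM (SD, n = 3), a log2 fold change of -1.77 (standard error 0.29, limma adjusted p = 0.400). The median was -0.47 for 18 antigen presentation genes, with 17 lower (camera adjusted p = 7.6e-06), and -0.44 for 16 cytokine genes, with 15 lower (camera adjusted p = 0.000485). Adjusted over the list alone, limma called 1 interferon gene, 2 antigen presentation genes and 0 cytokine genes, and 0 of each over all genes tested. The unadjusted fold and p rule called 4 antigen presentation genes and 1 cytokine gene lower. Medians differed more between the lists of immune cell markers. Most markers were lower, 9 of 10 for macrophages, 3 of 4 for T cells, 2 of 2 for B cells and 3 of 3 for neutrophils. The median was -0.12 for 10 macrophage markers (camera adjusted p = 0.114), -0.12 for 4 T cell markers (0.185), -0.58 for 2 B cell markers (0.185) and -1.11 for 3 neutrophil markers (0.0155). Without a limit on mean FPKM it was -0.14 for 10 T cell markers (0.0343), -0.0066 for 10 B cell markers (0.273) and -0.063 for 8 neutrophil markers (0.266).
In the libraries labelled TRIM11-KD the interferon and cytokine lists went the other way, and the antigen presentation list did not. The median log2 ratio to Control was 0.19 for 34 interferon response genes, at percentile 99.95 of random lists, with 0.24 in TRIM11-KD1 and 0.04 in TRIM11-KD2. It was 0.37 for 21 cytokine genes, at percentile 100.0, with 0.57 and 0.17 in the same order, and -0.025 for 20 antigen presentation genes, at percentile 48.45, with 10 lower, 0.035 in TRIM11-KD1 and -0.072 in TRIM11-KD2. No p-value was computed against the single Control, and TRIM11 mRNA was not lower in TRIM11-KD1.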

A previous study has shown that TRIM11 regulates innate immune pathway through targeting TBK1, which is consistent with our results. However, we found that the DEGs which were down-regulated in *KDM5C* knockdown cells and rescued in DKD cells, were also enriched with immune response pathways (Supplementary Fig. S9A), suggesting KDM5C is also involved in the regulation of immune gene expression. 

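Of the 503 genes lower in both KDM5C-KD lines, 104 were above 1/1.5 of Control in both DKD lines (20.7%). The simulations of unchanged groups gave a median of 127 genes (range 93 to 171) and a median share of 22.7%. Without KDM5C-KD1 the count was 869 of 1652 (52.6%), against 458 to 608 genes and 35.5% to 45.4% in the simulations, and without KDM5C-KD2 it was 207. When both DKD lines had to be at least 1.5 times above both KDM5C-KD lines, 74 of the 503 genes passed, against a simulated median of 70. Without a filter 713 genes passed, against 240 by the first rule, so the 74 need not be among the 104. CCL2, a chemokine gene on chromosome 17, met the first rule, which sets no upper limit, but rose far above Control in both DKD lines. It had an FPKM of 2.82 in Control, 0.684 in KDM5C-KD1, 112 in DKD1 and 34.2 in DKD2, and was listed at 0 in KDM5C-KD2.
Between KDM5C-KD and DKD, where Control plays no part, 21 cytokine genes had a median log2 fold change of -0.87 (19 of 21 lower in KDM5C-KD, camera adjusted p = 0.000572) and 20 antigen presentation genes one of -0.75 (15 of 20 lower, camera adjusted p = 1.9e-07). The 34 interferon response genes had a median of -0.07 (camera adjusted p = 0.302). Adjusted over the list alone, 4 cytokine genes, 9 antigen presentation genes and 0 interferon genes passed the limma threshold, and over all genes tested 0 did. Against TRIM11-KD the medians were -0.91 for cytokines (camera adjusted p = 3.0e-05), -0.40 for antigen presentation (2.5e-06) and -0.29 for interferon response (0.000275). There 2 cytokine genes, 0 antigen presentation genes and 0 interferon genes passed the limma threshold over the list alone, and 0 over all genes tested. Relative to Control, the cytokine list had a median of -1.08 in KDM5C-KD (19 of 21 lower, percentile 0.0), with -0.46 in KDM5C-KD1 and -1.52 in KDM5C-KD2, and 0.18 in DKD, where the lines went opposite ways (0.59 in DKD1 and -0.58 in DKD2).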

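In RNA-Seq of these cell lines, each of 6 cytokine genes was below Control in both KDM5C-KD lines, and IL6, CXCL1 and CXCL8 were at least 1.5 times below it in both. IL6 (chromosome 7 of hg19) had an FPKM of 113 in Control, 72.5 and 39.3 in KDM5C-KD1 and KDM5C-KD2, 185 and 150 in TRIM11-KD1 and TRIM11-KD2, and 116 and 83.1 in DKD1 and DKD2. CXCL8 (chromosome 4) had 32.8 in Control, 18.0 and 2.65 in KDM5C-KD, 54.4 and 42.0 in TRIM11-KD, and 110 and 14.4 in DKD. CXCL1 (chromosome 4) had 4.82 in Control, 1.56 and 0.0749 in KDM5C-KD, and 7.51 and 3.85 in TRIM11-KD. The ratios to Control in KDM5C-KD1 and KDM5C-KD2 were 0.885 and 0.349 for CXCL2, 0.980 and 0.0975 for CXCL3, and 0.727 and 0.199 for IL1A. In the libraries labelled TRIM11-KD, IL6, CXCL2, CXCL3 and CXCL8 were above Control in both lines, 0 of the 6 genes reached 1.5-fold in both, and IL1A and CXCL1 were below Control in TRIM11-KD2, with ratios of 0.754 and 0.798. IL6, CXCL1, CXCL2, CXCL3 and CXCL8 were lower in KDM5C-KD than in TRIM11-KD in 20 of 20 pairs of lines. The pattern that prompted this count fixes most pairs, and they are not independent, as every gene reuses the same KDM5C-KD and TRIM11-KD lines. The log2 fold change between these groups was -1.62 for IL6 (standard error 0.31, limma unadjusted p = 0.00191 and adjusted p = 0.495) and -2.55 for CXCL8 (standard error 1.07, limma adjusted p = 0.507). In TRIM11-KD1 and DKD1, TRIM11 mRNA was not lower than in Control.

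**Figure D3:**
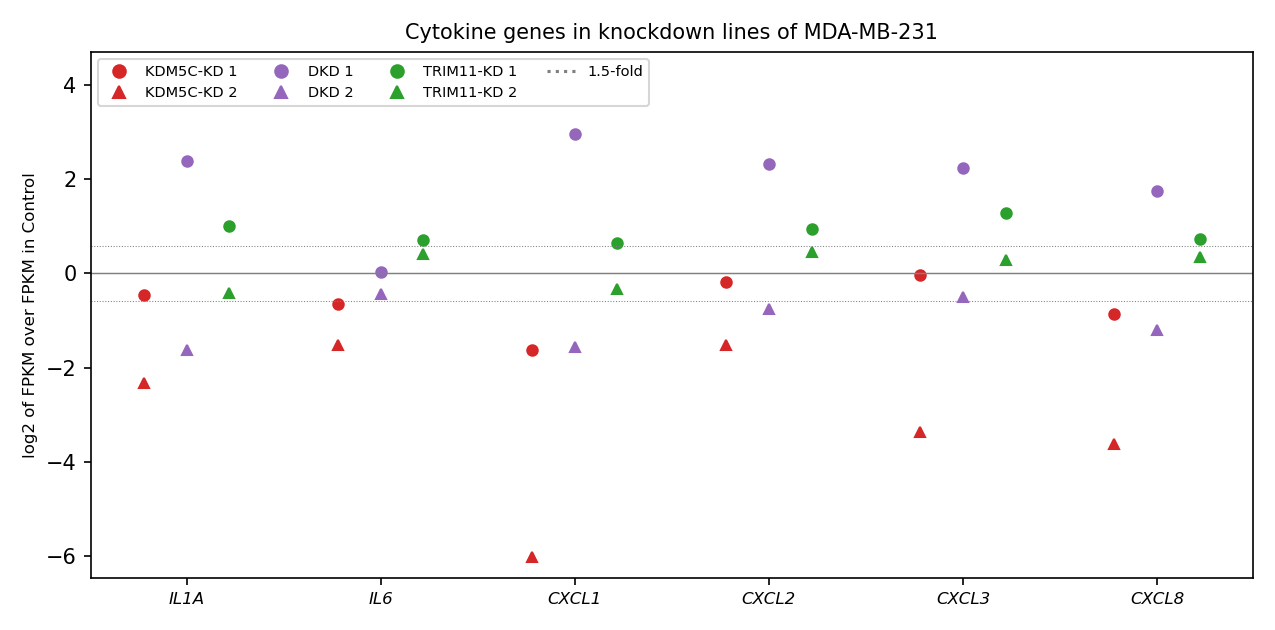
Expression of 6 cytokine genes in each knockdown line, as the log2 of FPKM over FPKM in Control. Red marks are KDM5C-KD, purple DKD and green TRIM11-KD, circles are line 1 and triangles line 2, and dotted lines mark 1.5-fold. For CXCL1 the ratio to Control is 7.78 in DKD1 and 0.338 in DKD2.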

We then confirmed the results in cells with quantitative RT-PCR, which showed that *KDM5C* knockdown decreased the expression of *IL1A*, *IL6*, *CXCL1*, *CXCL2*, *CXCL3* and *CXCL8*, while *TRIM11* knockdown increased their expression (Supplementary Fig. S9B, C). In the mouse tumor tissues, Trim11 deficiency also upregulates the expression of *Cxcl1*, *Cxcl2* and *Cxcl3* (Supplementary Fig. S9D). These suggest TRIM11 regulates immune gene expression through targeting KDM5C, which may serve as a new mechanism for TRIM11’s function in cancer immune response.

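In the RNA-Seq data of 3 tumors per genotype, Cxcl1 (chromosome 5 of mm10, 90891241 to 90893115) had between 42 and 83 reads per tumor. Its FPKM was 3.88 ± 0.469 (SD, n = 3) in the Trim11+/+ tumors and 3.16 ± 0.570 (SD, n = 3) in the Trim11+/- tumors. The log2 fold change was -0.24 (standard error 0.15, limma adjusted p = 0.79), and the genotypes overlapped (two-sided exact permutation test, p = 0.2). Cxcl2 had 17 reads and Cxcl3 had 1 read over all 6 tumors, so at this depth their values do not decide whether they differed. Il6 had 12 reads over all 6 tumors. Its FPKM was 0.146 ± 0.144 (SD, n = 3) in the Trim11+/+ tumors and 0.0156 ± 0.0270 (SD, n = 3) in the Trim11+/- tumors. The genotypes overlapped for Il6 (two-sided exact permutation test, p = 0.4). Il1a had between 14 and 25 reads per tumor, an FPKM of 0.964 ± 0.246 (SD, n = 3) in the Trim11+/+ tumors and 0.785 ± 0.131 (SD, n = 3) in the Trim11+/- tumors, and an exact permutation p of 0.4. From the RT-PCR of cells and tumors the paper proposes that TRIM11 acts on immune genes through KDM5C.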

## Discussion

TRIM11 has been reported as one oncogene recently, but its in vivo functions have not been determined. KDM5C is one important tumor-suppressive regulator for oncogenic enhancers, but its regulatory mechanisms still remain elusive. Our study identified TRIM11 as a ubiquitin E3 ligase for KDM5C. TRIM11 interacts with KDM5C, catalyzes K48-linked ubiquitin chain on KDM5C and regulates KDM5C stability in breast cancer cells. TRIM11 regulates proliferation and migration of breast cancer cells through KDM5C, and TRIM11 promotes breast cancer and regulates KDM5C stability in an in vivo animal model. These data connect the oncogenic function of TRIM11 and tumor-suppressive function of KDM5C in breast cancer, which establish a new mechanism for breast cancer study.

KDM5C is an important regulator for enhancer function. We showed that TRIM11 regulates H3K4me3 on enhancers and gene transcription through KDM5C. In breast cancer, TRIM11 is involved in the regulation of multiple processes, including immune response, migration-related pathway and lipid metabolism. It has been reported that TRIM11 regulates innate immunity pathway through TBK1. Our data show that KDM5C is also involved in the regulation of inflammation genes, which suggest that TRIM11-mediated KDM5C degradation is probably also involved in the immune response in breast cancer. Enhanced cell migration is one important aspect for tumor cells. Our data show that TRIM11 and KDM5C regulate the expression of *MCAM* in breast cancer cells, through targeting an enhancer close to *MCAM* TSS. The detailed mechanisms how KDM5C is involved in breast cancer should be further investigated in the future.

Our IHC study of breast cancer patient tissues show that in breast cancers, TRIM11 is mainly located in nuclei. KDM5C is mainly located in the nuclei of normal tissue cells, and is much lower in the nuclei of tumor cells. It is probably that TRIM11 degrades KDM5C in the nuclei of tumor cells. We also observed relatively high KDM5C signal in the cytoplasm of tumor cells. It is possible that the KDM5C antibody recognizes unspecific signal, or TRIM11 does not regulate KDM5C in the cytoplasm.

To sum up, our study identified TRIM11 as a new ubiquitin E3 ligase for KDM5C in vivo and in vitro, and revealed new mechanisms for oncogenic enhancer regulation in breast cancer.

## Supplementary information

Sup Figures

Sup. Datasets

Original Data File

aj-checklist

## Data Availability

All the deep sequencing data were available at the GEO database with the accession number GSE185836. Breast cancer gene expression microarray and corresponding clinical data used in this study were downloaded from GEO database (http://www.ncbi.nlm.nih.gov/geo/): GSE3494 (based on GPL97 platform) and GSE10780. ChIP-Seq data for KDM5C were obtained from publicly available datasets in ArrayExpress (GSE71327), performed in ZR-75–30 cells.

# Supplementary material for: Regulation of KDM5C stability and enhancer reprogramming in breast cancer
**Source:** Cell Death Dis. 2022 Oct 3;13(10):843. doi: 10.1038/s41419-022-05296-5
**Supplement:** Supplementary file 1 — Sup Figures

# Supplemental Fig. S1

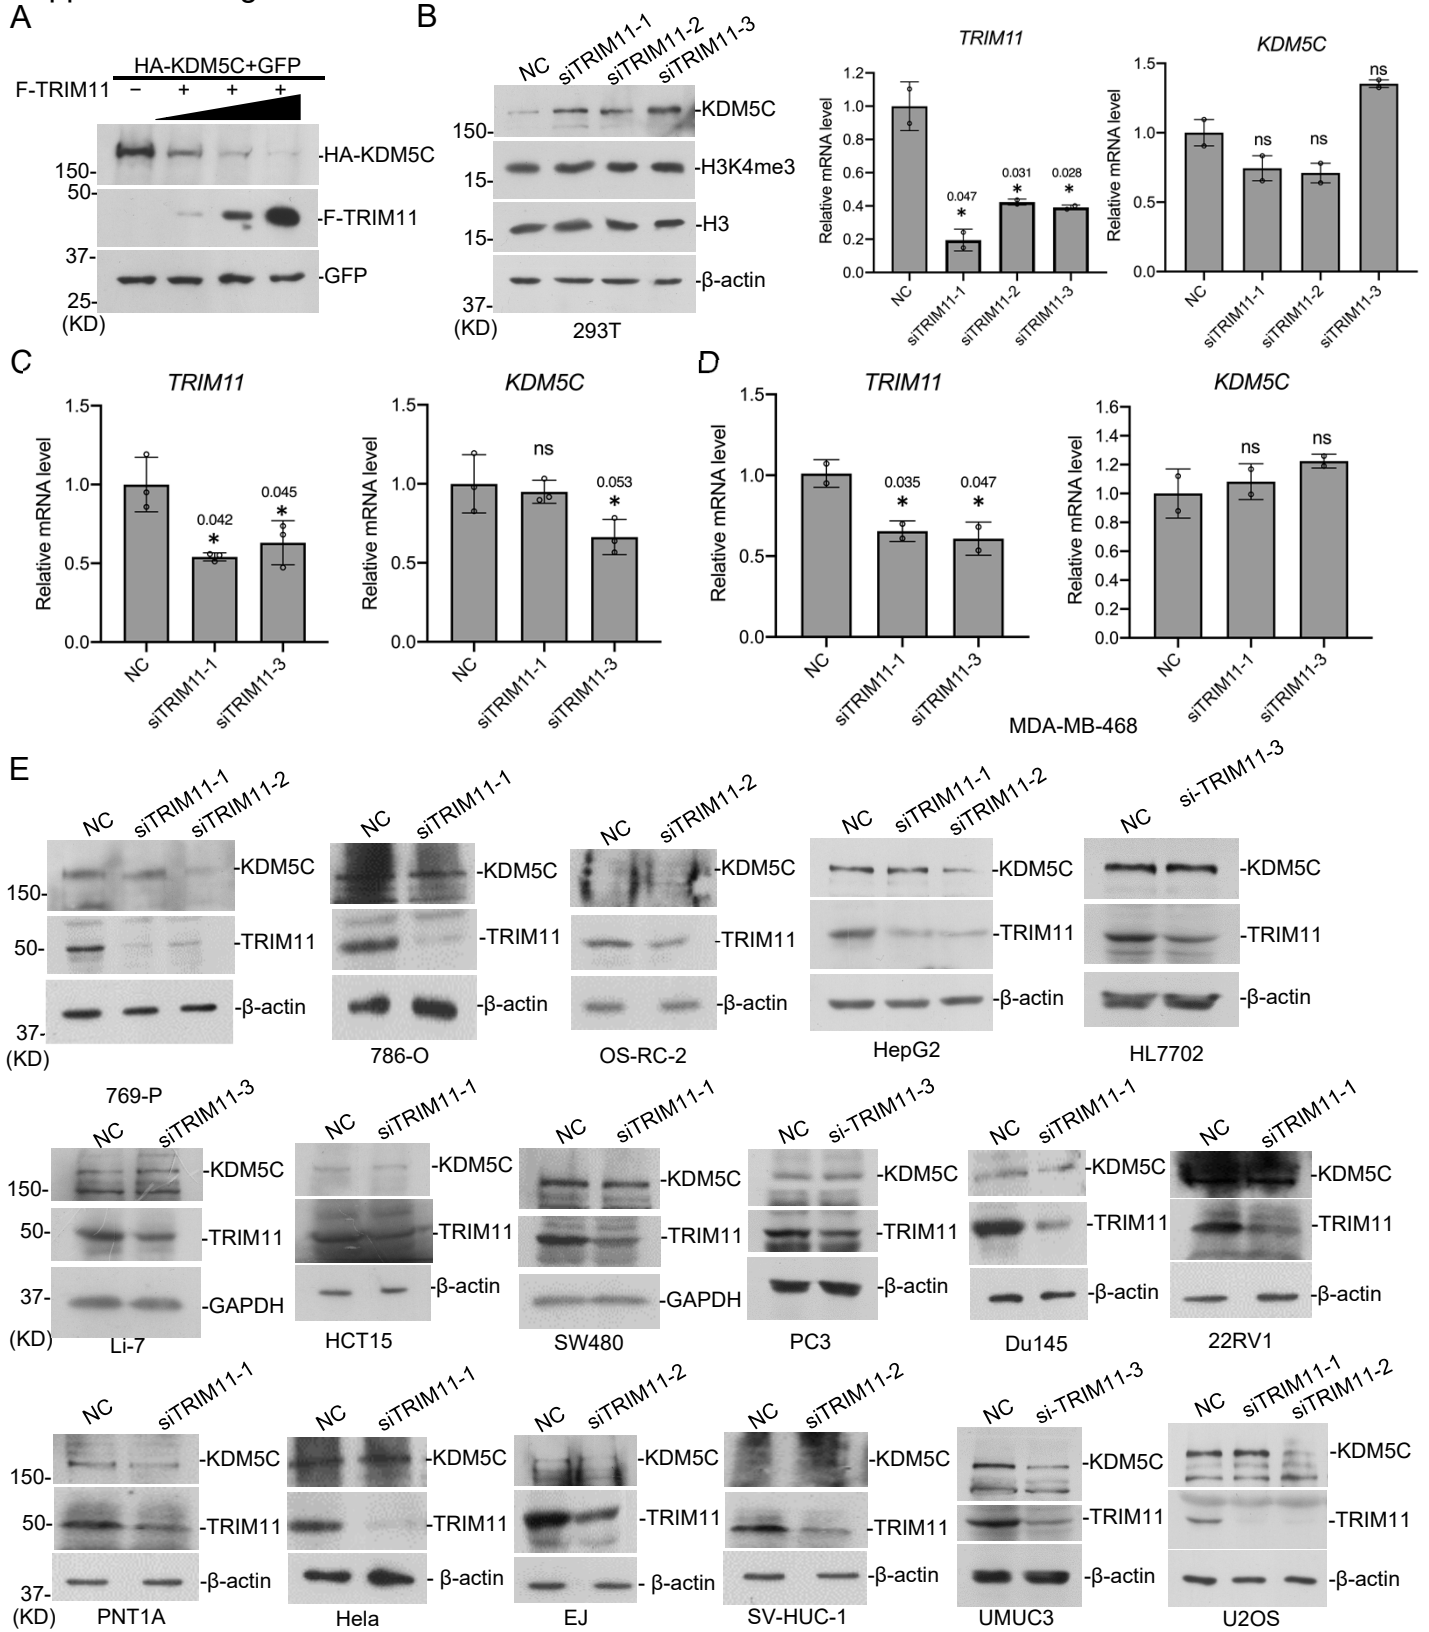

**Sup. Figure S1 TRIM11 regulates KDM5C stability in HEK293T and breast cancer cells.** (A) TRIM11 was overexpressed with a gradient in 293T to test the changes of KDM5C by western blot. (B) 293T were transfected with negative control or *TRIM11*-specific siRNAs. After 48 h, cells were harvested for western blot and Quantitative RT-PCR. (C&D) MDA-MB-231 and MDA-MB-468 were transfected with negative control or *TRIM11*-specific siRNAs. After 48 h, cells were harvested for quantitative RT-PCR analysis of *TRIM11* and *KDM5C* genes. (E) The indicated cell lines were transfected with control or *TRIM11*-specific siRNAs. After 48 h, cells were harvested for western blot. Histograms were presented as mean  $\pm$  SD. \* p-value  $\leq 0.05$ , \*\* p-value  $\leq 0.01$ , \*\*\* p-value  $\leq 0.001$ .

# Supplemental Fig. S2

A

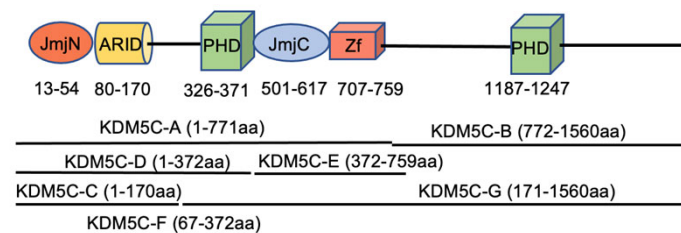

B

|         | Interaction with TRIM11 | ubiquitination |
|---------|-------------------------|----------------|
| KDM5C-A | +                       | -              |
| KDM5C-B | -                       | -              |
| KDM5C-C | +                       | -              |
| KDM5C-D | +                       | -              |
| KDM5C-E | -                       | -              |
| KDM5C-F | +                       | -              |
| KDM5C-G | +                       | +              |

C

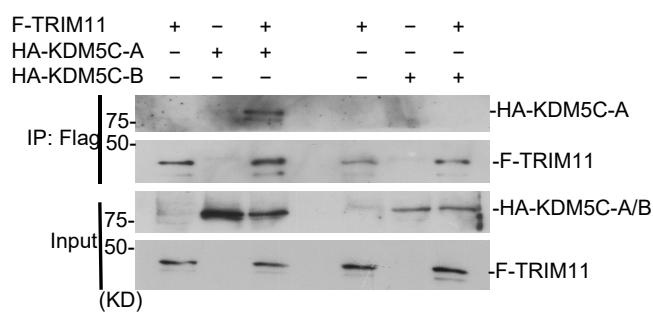

E

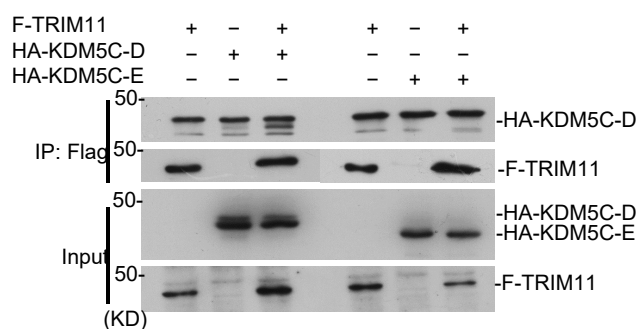

D

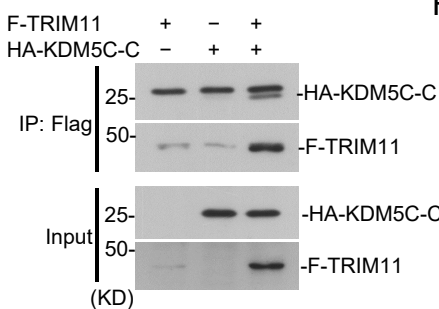

F

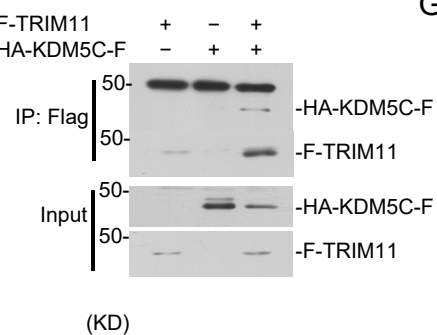

G

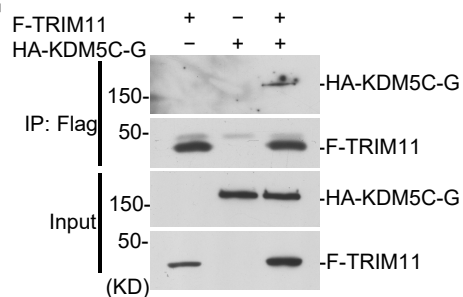

H

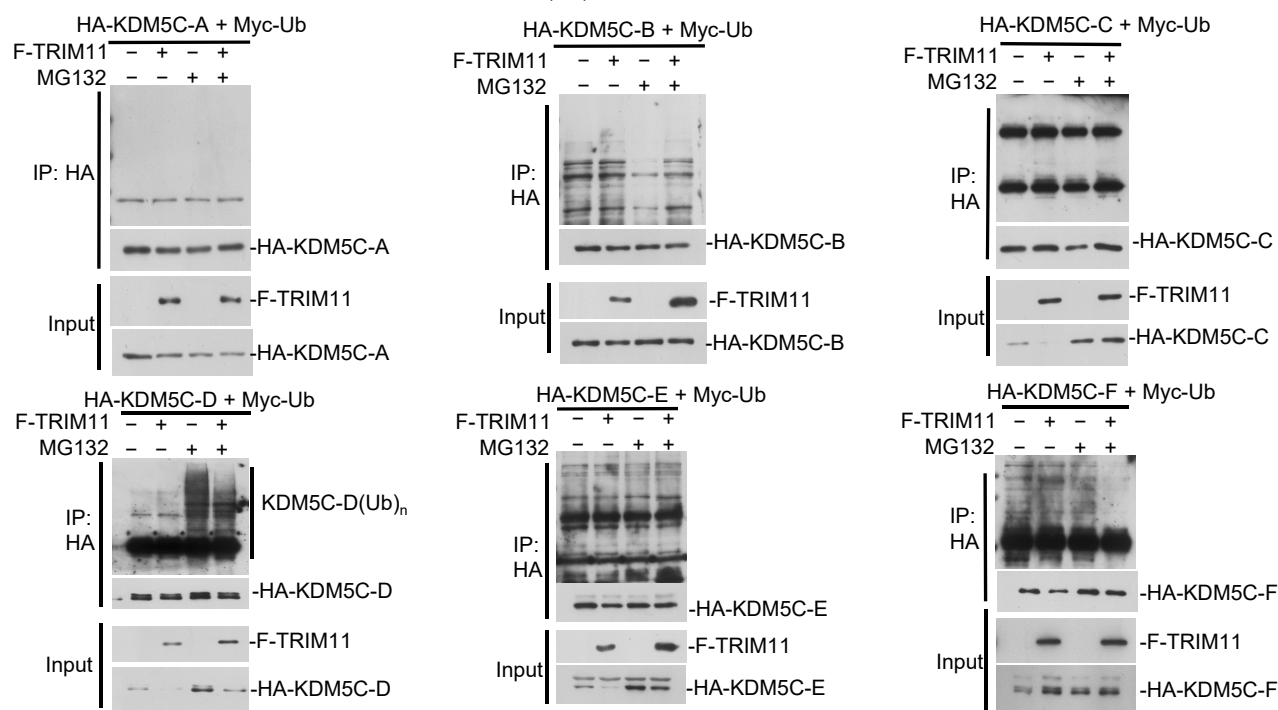

Supplemental Fig. S2 (continued)

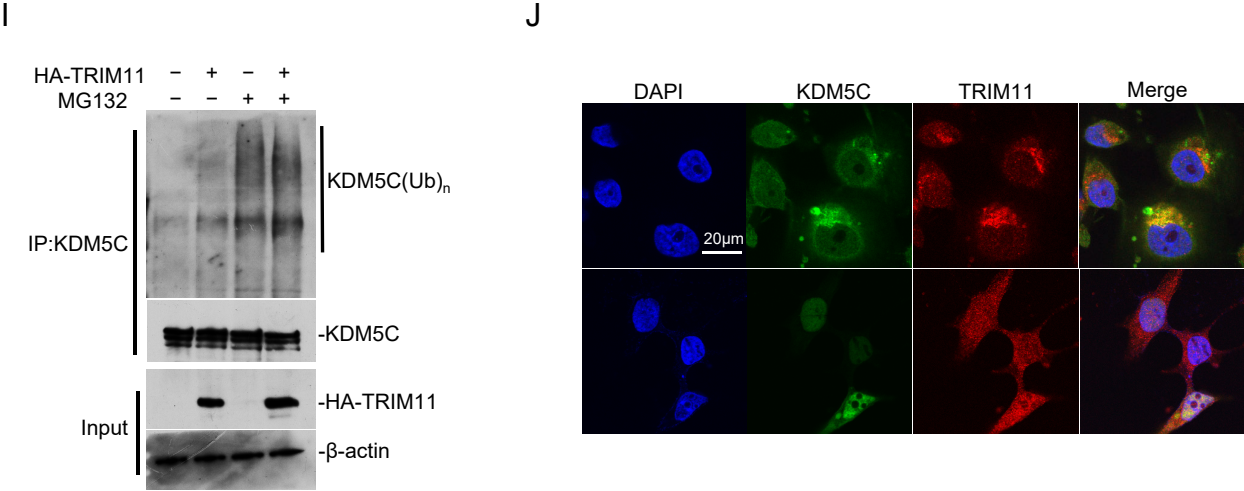

**Sup. Figure S2 Poly-ubiquitination of KDM5C catalyzed by TRIM11.** (A) Schematic maps of domains and truncations for KDM5C. (B) A summary table of the interaction and ubiquitination between TRIM11 and KDM5C truncations. (C-G) 293T cells were transfected with indicated plasmids for 48h and co-IP was performed with anti-Flag. (H) 293T cells were transfected with indicated plasmids for 36 h followed by MG132 (10 µM) treatment for 12 h. Cell lysates were subjected to IP with anti-HA followed by western blot analysis with anti-Myc. (I) TRIM11-overexpressed MDA-MB-231 cells were treated by MG132 (10 µM) for 12 h. Cell lysates were subjected to immunoprecipitation with anti-KDM5C antibody followed by western blot analysis with anti-Ub antibody. (J) Endogenous KDM5C (green) and TRIM11 (red) in MDA-MB-231 cells were assayed by immunofluorescent staining.

# Supplemental Fig. S3

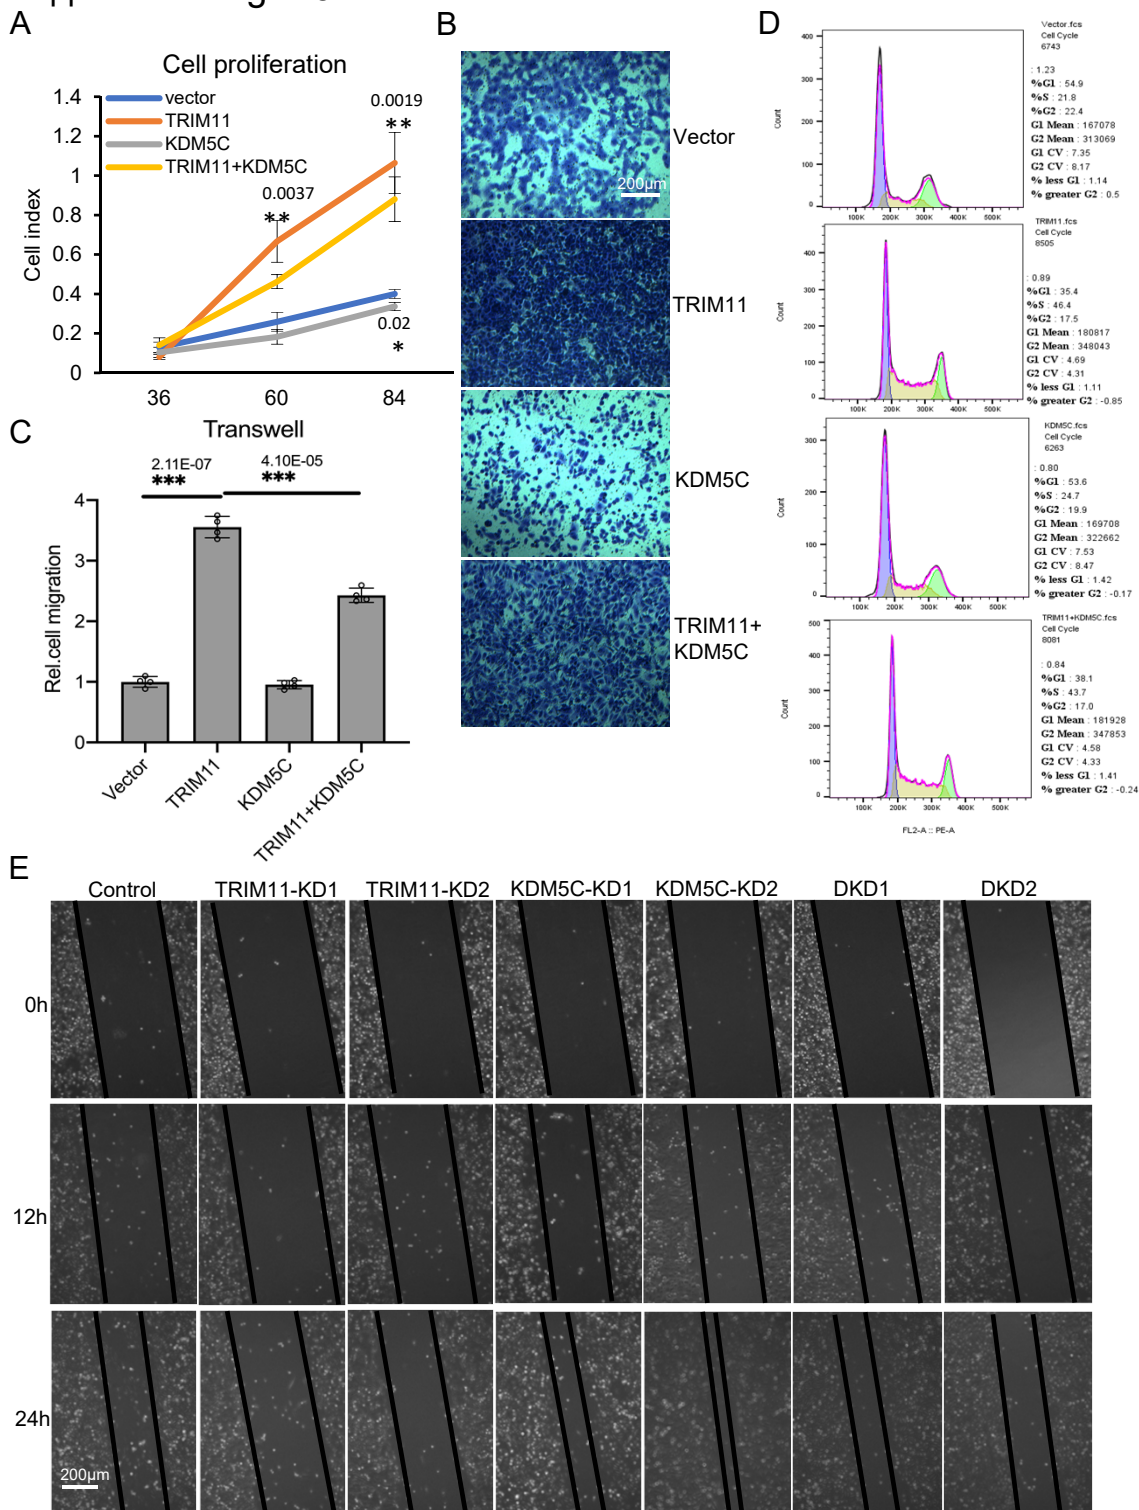

**Sup. Figure S3 TRIM11 promotes cell proliferation and migration via degrading KDM5C.** (A) MTT assay to show cell proliferation of the cell lines in Figure 1A. (B&C) Cell migration of the cell lines in Figure 1A were tested by transwell assay. Four views of the cell migration images were taken for each cell line. The number of moving cells was counted by image J. Relative cell migration was shown in (C). (D) The cell lines in Figure 1A were stained with propidium iodide, and then assayed by flow cytometry. Cell cycle analysis was performed on an Epics XL-MCL flow cytometer (Beckman Coulter) with System II (version 3.0) software (Beckman Coulter). (E) The cell lines in Figure 3A were examined with wound healing assay. Statistics were presented as mean  $\pm$  SD. \* p-value  $\leq 0.05$ , \*\* p-value  $\leq 0.01$ , \*\*\* p-value  $\leq 0.001$ .

Supplemental Fig. S4

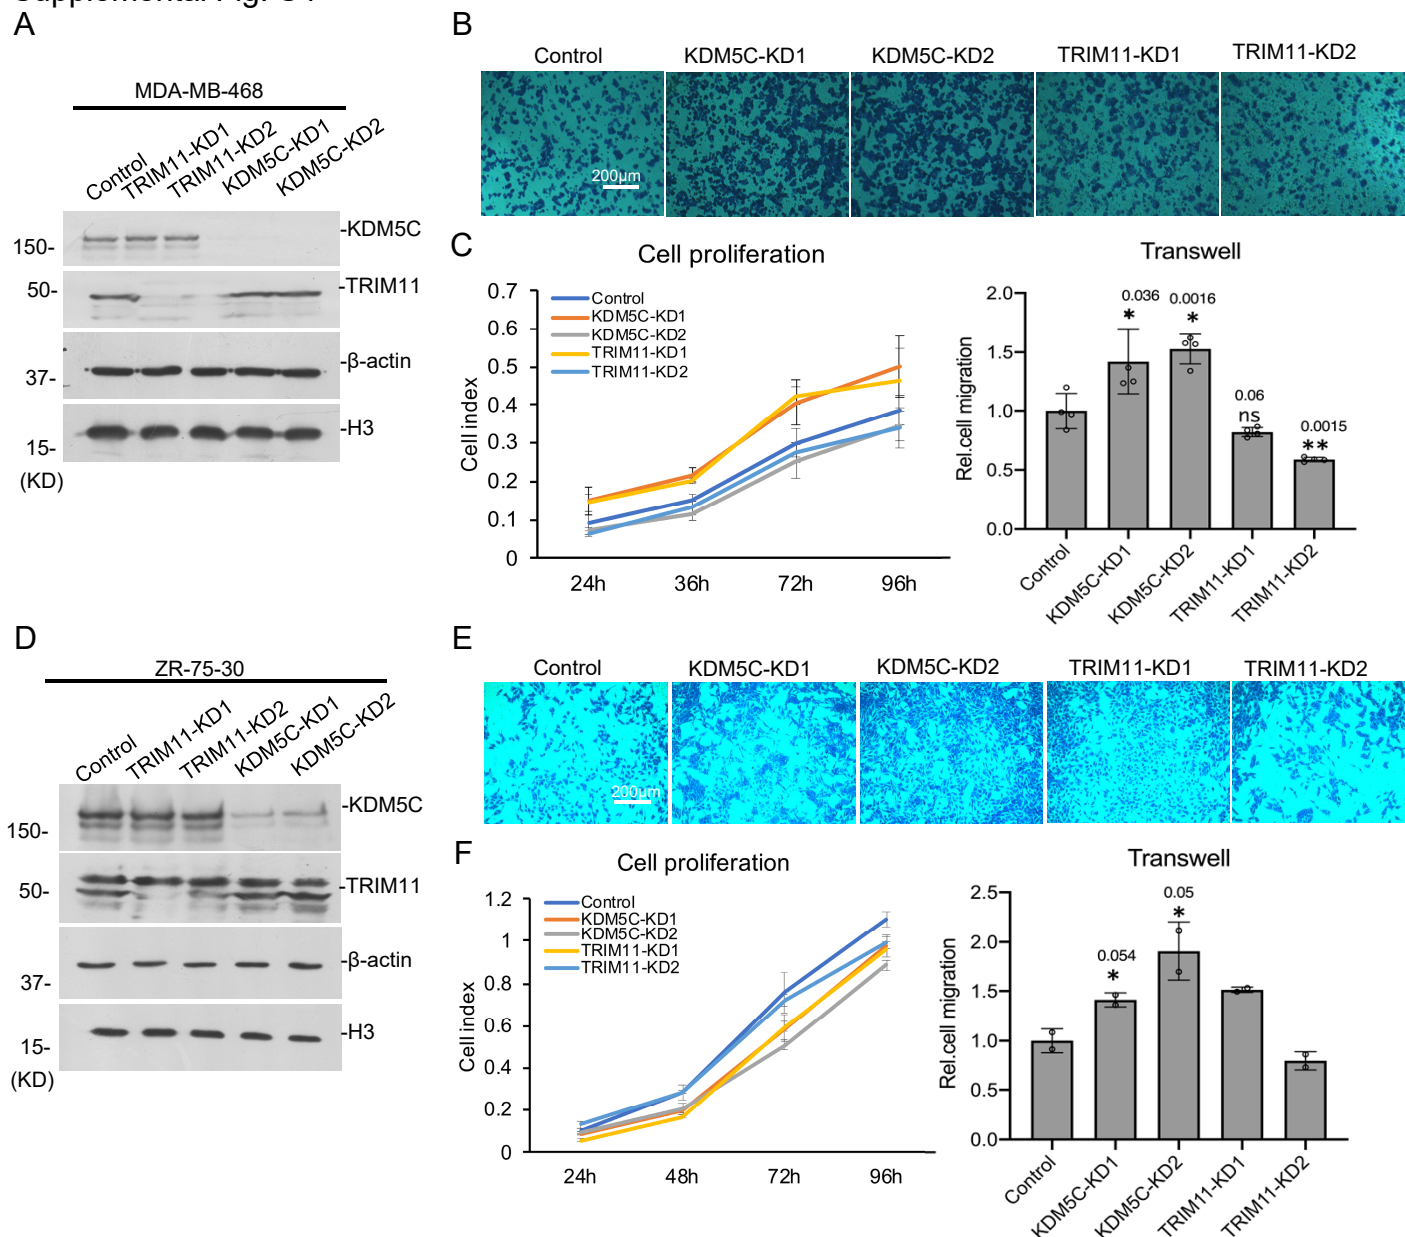

**Sup. Figure S4 The functions of TRIM11 and KDM5C on cell proliferation and migration in MDA-MB-468 and ZR-75-30 breast cancer cells. (A)** TRIM11-KD and KDM5C-KD MDA-MB-468 cell lines were constructed using the CRISPR/Cas9 system. **(B&C)** The cell lines in (A) were tested by transwell assay (B) and MTT assay (C). **(D)** TRIM11-KD and KDM5C-KD ZR-75-30 cell lines were constructed using the CRISPR/Cas9 system. **(E&F)** The cell lines in (D) were tested by transwell assay (E) and MTT assay (F). Statistics were presented as mean  $\pm$  SD. \* p-value  $\leq 0.05$ , \*\* p-value  $\leq 0.01$ , \*\*\* p-value  $\leq 0.001$ .

# Supplemental Fig. S5

A

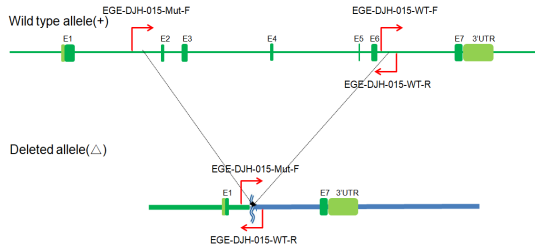

B

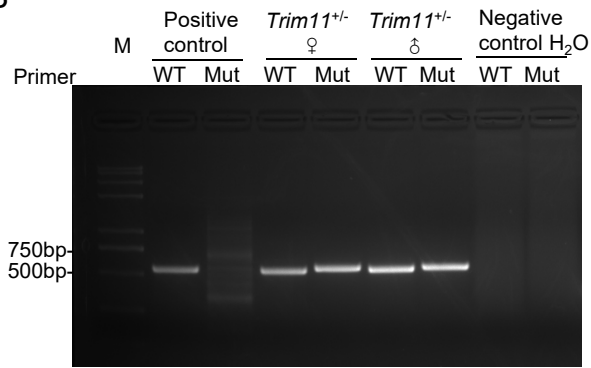

C

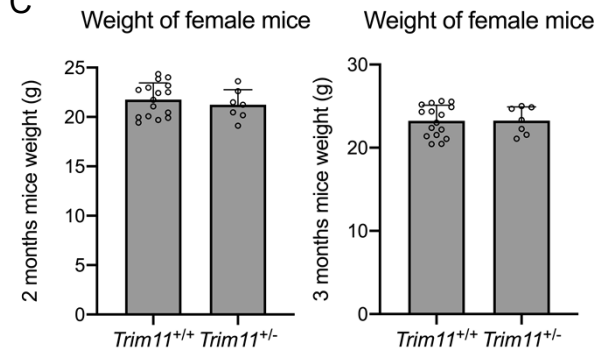

D

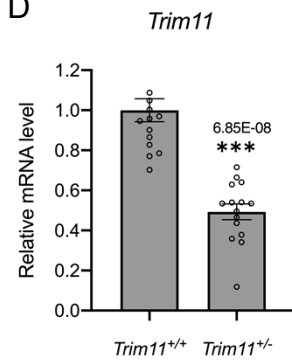

E

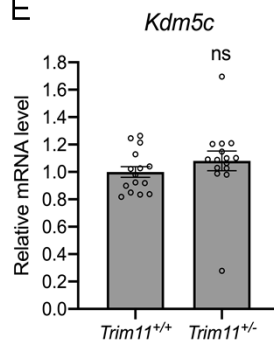

F

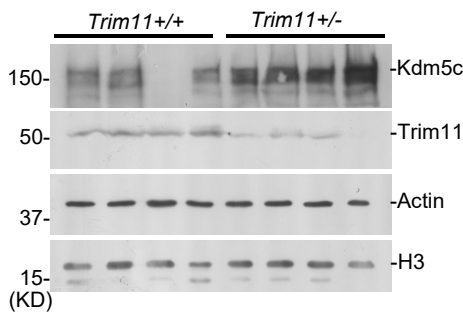

G

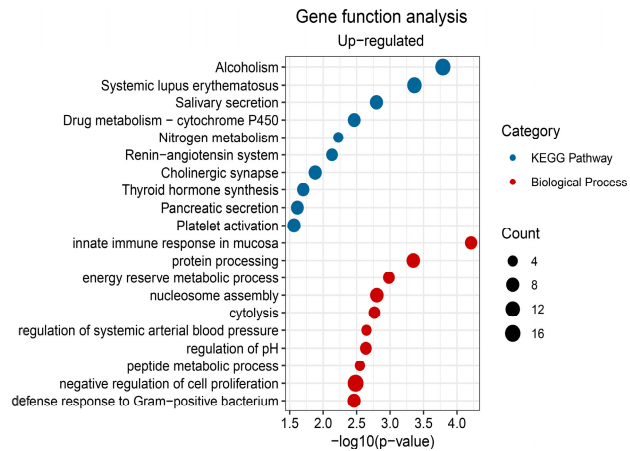

H

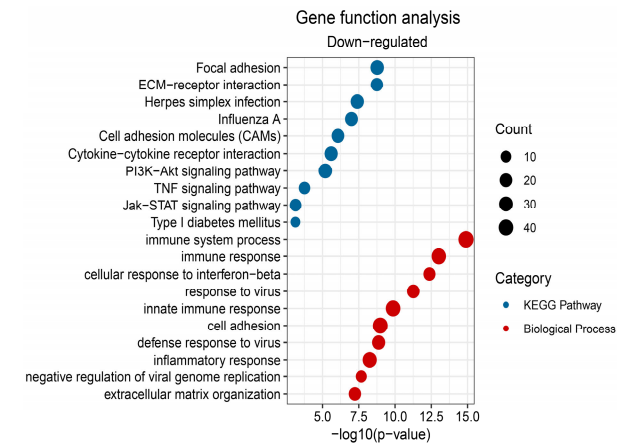

**Sup. Figure S5 The function of TRIM11 in MMTV-PyVT mice.** (A) Schematic diagram of *Trim11* systemic knockout mice. The gene structure of *Trim11* was shown, and the exon 2-6 region was deleted based on CRISPR/Cas9 system. Two sgRNAs are designed on both sides of the target sequence, resulting in approximately ~8.5 kb of genome deletion and insertion, and deletion of exon 2-6 regions. (B) PCR analysis of genomic DNA of *Trim11* knockout mice. (C) Body weight of 2-month-old and 3-month-old female mice with or lacking *Trim11* (*Trim11*<sup>+/+</sup>, n = 16; *Trim11*<sup>+/-</sup>, n = 7). Statistics were presented as mean ± SD. (D&E) Quantitative RT-PCR analysis of *Trim11* and *Kdm5c* genes in mammary tumors of *Trim11*<sup>+/+</sup> and *Trim11*<sup>+/-</sup> MMTV-PyVT mice (n=5, per group, 3 replicates). Results were presented as mean ± SEM. (F) Immunoblot analysis of *Kdm5c* in breast cancer tissues from *Trim11*<sup>+/+</sup> and *Trim11*<sup>+/-</sup> MMTV-PyVT mice (n=4, per group). (G&H) Biological process and KEGG pathway enrichment analyses of up-regulated DEGs (C) or down-regulated DEGs (D) in *Trim11*<sup>+/-</sup> MMTV-PyVT mice were performed with DAVID, and items were ordered by p-value. \*\*\* p-value ≤ 0.001.

## Supplemental Fig. S6

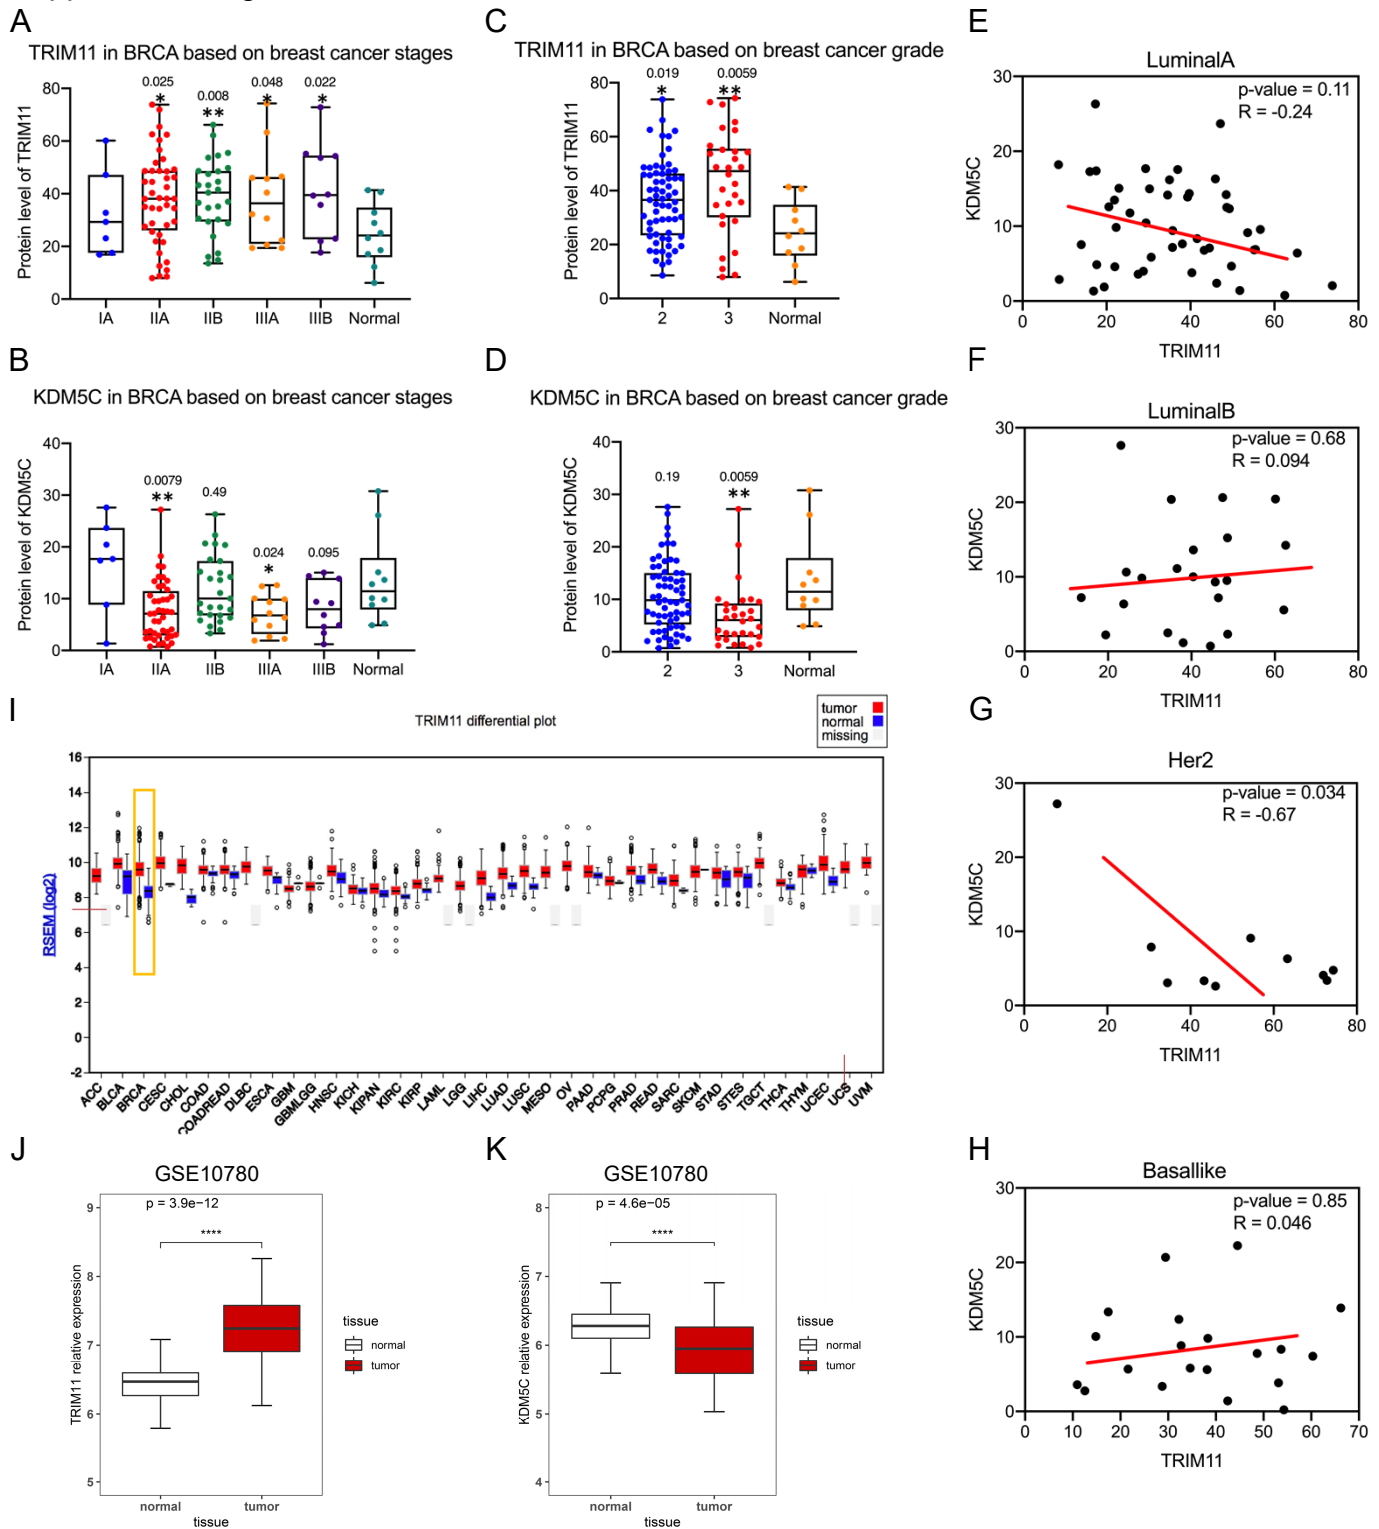

**Sup. Figure S6 Correlation of TRIM11 and KDM5C in breast cancer patients.** (A-D) Expression of TRIM11 and KDM5C in human breast cancer TMA was shown as mean, min to max and all points according to stages (A&B) and grade (C&D). (E-H) Correlation of TRIM11 and KDM5C expression level in molecular subtypes of TMA. (I) Boxplots showing the expression of TRIM11 in multiple tumors and normal tissues in TCGA database. (J&K) Expression of TRIM11 and KDM5C in human breast cancer patients was analyzed using GSE10780 data sets. \*  $p\text{-value} \leq 0.05$ , \*\*  $p\text{-value} \leq 0.01$ , \*\*\*  $p\text{-value} \leq 0.001$ .

## Supplemental Fig. S7

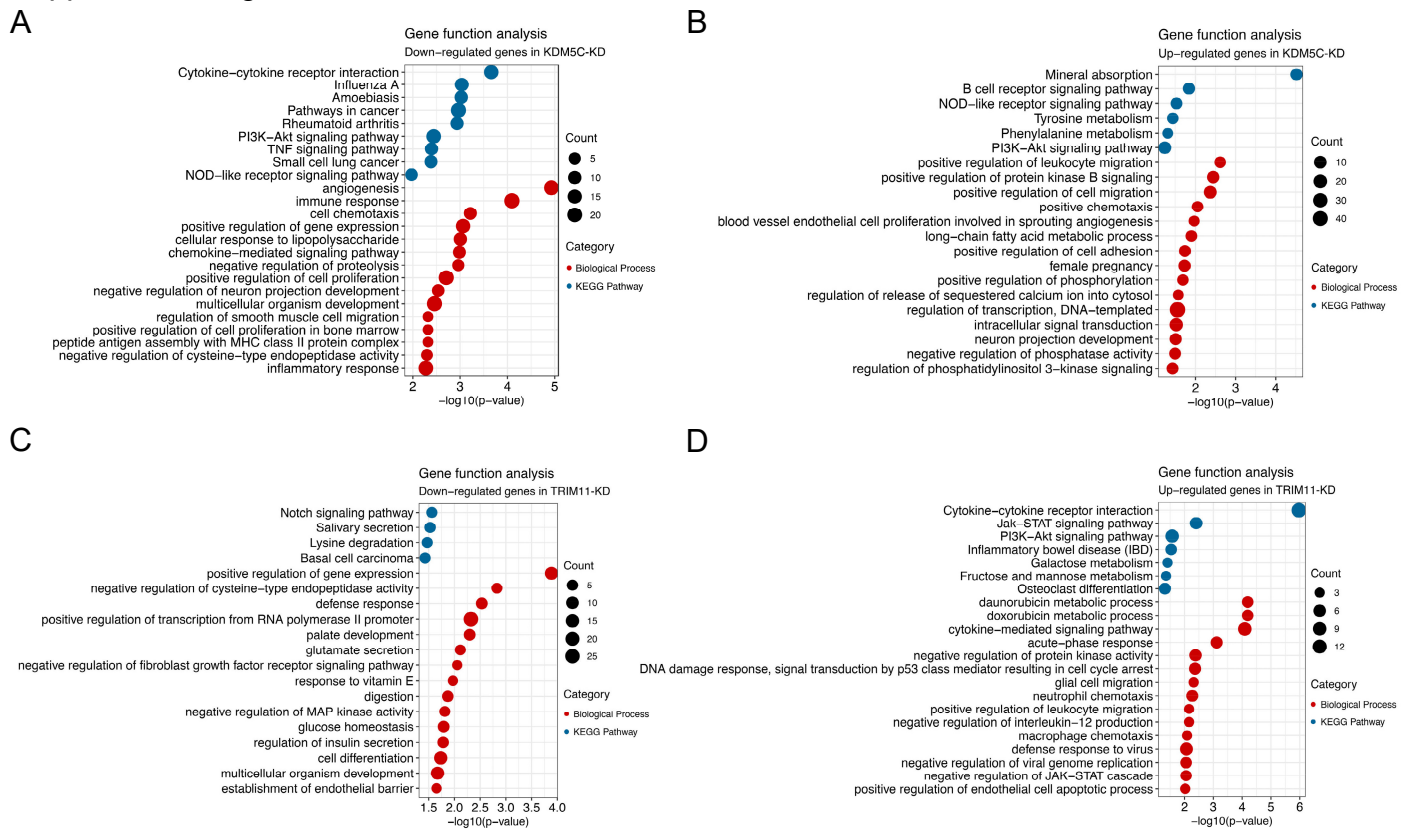

**Sup. Figure S7 TRIM11 regulates H3K4me3 on enhancers through KDM5C. (A-D) Biological process and KEGG pathway enrichment analyses of DEGs down-regulated in KDM5C KD cells (A), upregulated in KDM5C KD cells.**

# Supplemental Fig. S8

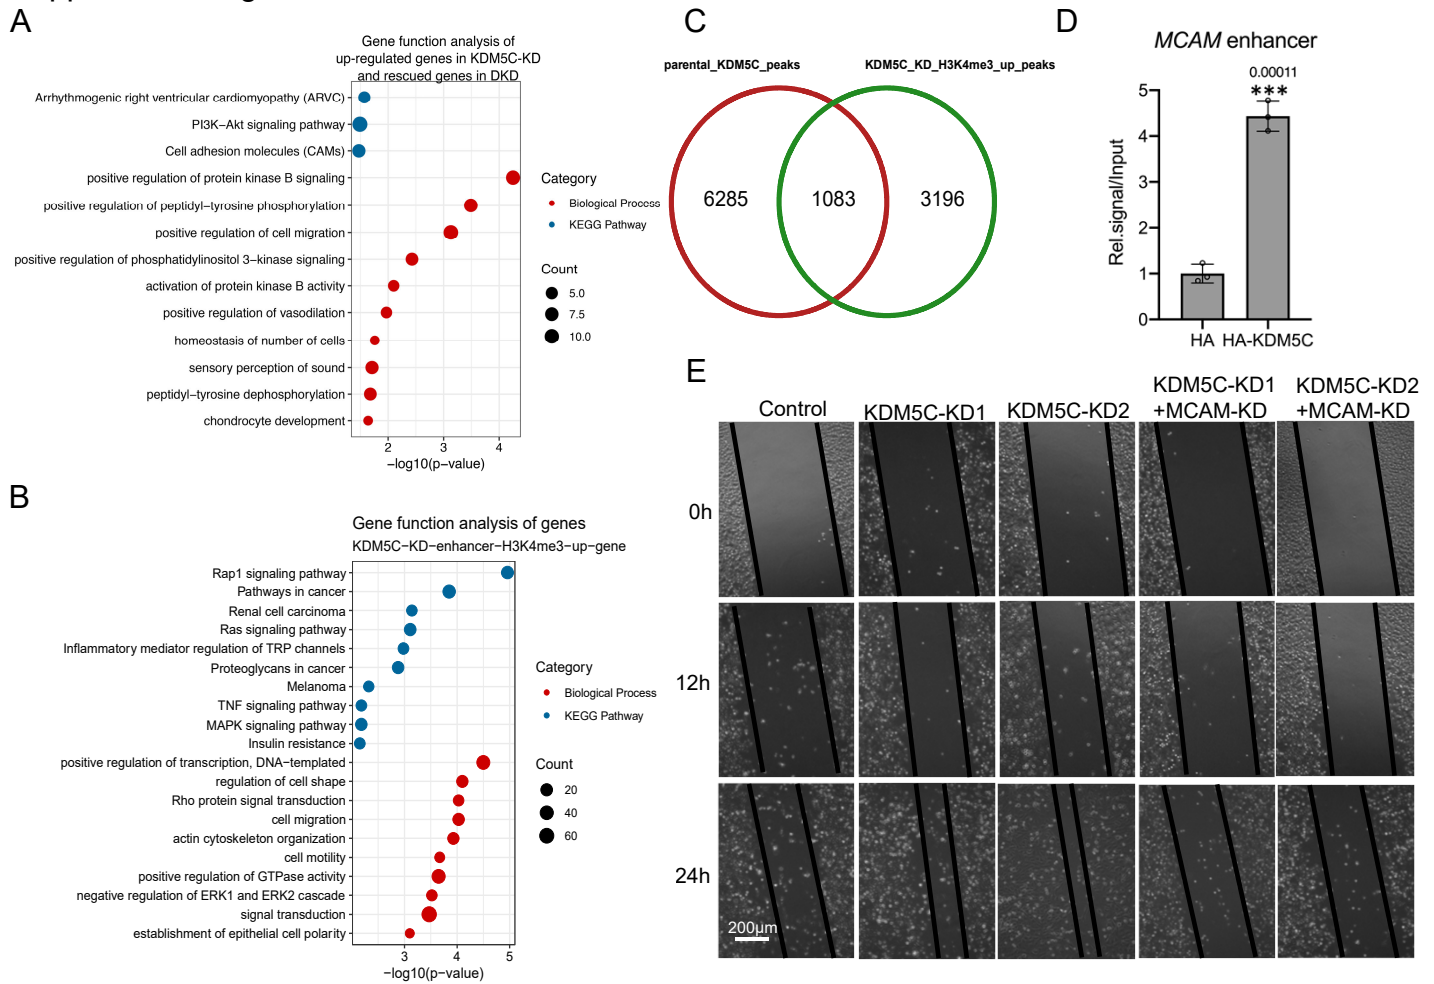

**Sup. Figure S8 KDM5C targets *MCAM* enhancer and inhibits cell migration.** (A) Biological process and KEGG pathway enrichment analyses of up-regulated DEGs in KDM5C-KD cell lines and rescued DEGs in DKD cell lines. Assay was performed with DAVID, and items were ordered by p-value. (B) Biological process and KEGG pathway enrichment analyses of adjacent genes of enhancers with up-regulated H3K4me3 in KDM5C-KD cells. (C) Venn Diagrams show the overlapped peaks of KDM5C occupancy (GSE71327) and up-regulated H3K4me3 on enhancers in KDM5C-KD cells (either in KDM5C-KD1 or KDM5C-KD2). (D) ChIP-qPCR analysis of HA-KDM5C occupancy on MCAM enhancer. Phage-HA MDA-MB-231 cell line was used as control (n = 3). (E) Cell migration of the cell lines in Figure 5F were tested by wound healing assay. \* p-value <=0.05, \*\* p-value <=0.01, \*\*\* p-value <=0.001.

Supplemental Fig. S9

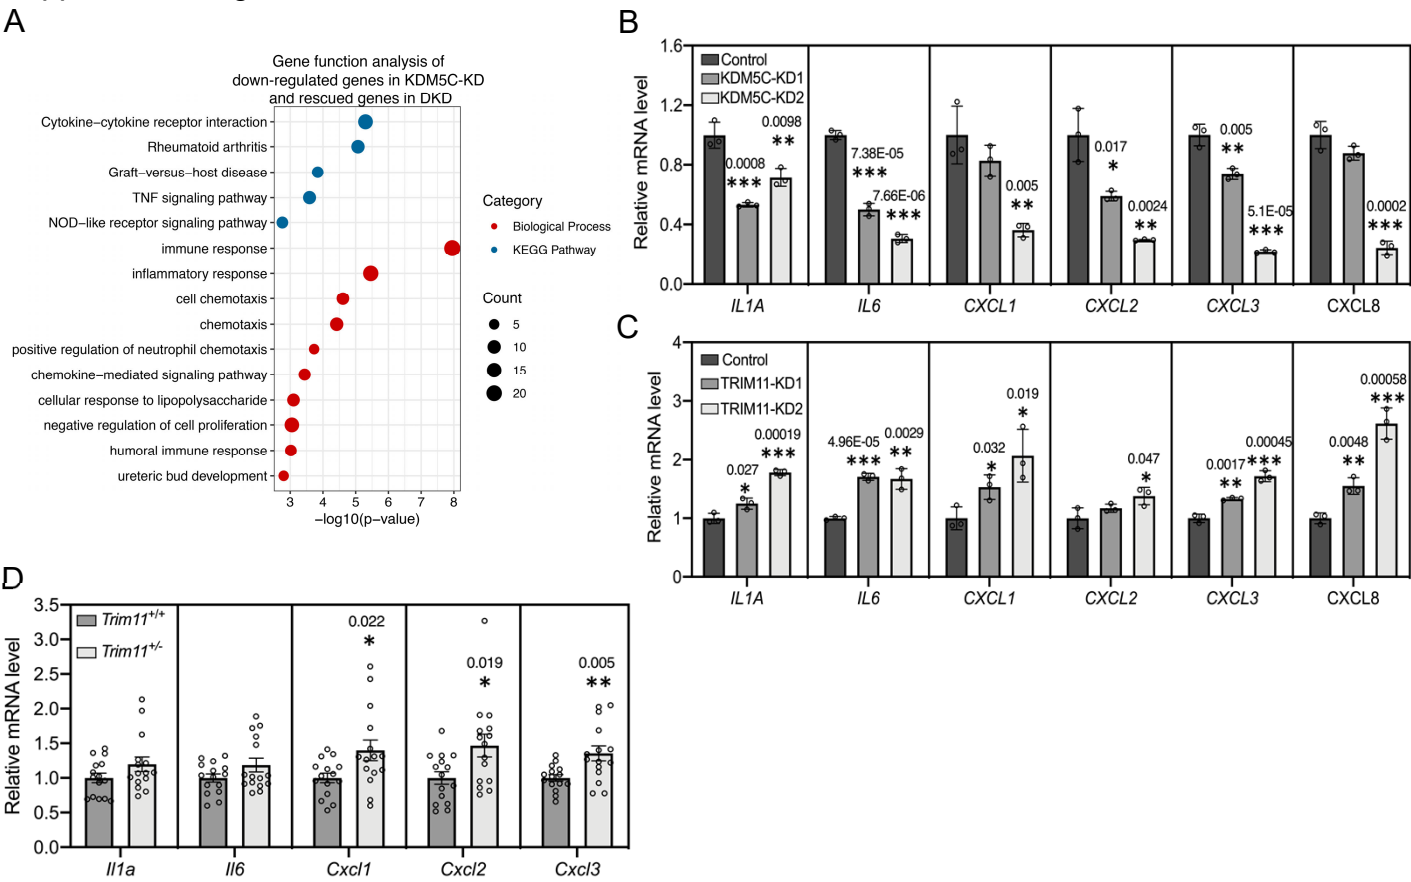

**Sup. Figure S9 TRIM11 and KDM5C regulate the expression of inflammatory genes.** (A) Biological process and KEGG pathway enrichment analyses of down-regulated DEGs in KDM5C-KD cell lines and rescued DEGs in DKD cell lines were performed with DAVID, and items were ordered by p-value. (B&C) Quantitative RT-PCR analysis of genes related to immune response in KDM5C-KD (B) and TRIM11-KD (C) MDA-MB-231 cell lines. (D) Quantitative RT-PCR analysis of genes related to immune response in mammary tumors of Trim11<sup>+/+</sup> and Trim11<sup>+/-</sup> MMTV-PyVT mice (n=5, per group, 3 replicates). Statistics were presented as mean  $\pm$  SD (B&C) or SEM (D). \* p-value  $\leq$  0.05, \*\* p-value  $\leq$  0.01, \*\*\* p-value  $\leq$  0.001.

How the deposited data were processed for this re-analysis (not part of the article)

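Expression was measured by RNA-Seq in 2 sets of samples. The first was 3 Trim11+/+ and 3 Trim11+/- mammary tumors of MMTV-PyVT mice at 3 months of age. The second was 7 libraries of the human breast cancer cell line MDA-MB-231, with 1 Control line and 2 lines each of TRIM11-KD, KDM5C-KD and double knockdown (DKD). The authors trimmed the reads with FastQC and Cutadapt, mapped them with HISAT2 to mm10 or hg19, and deposited 1 table of FPKM values for each set, with 1 column per library. The methods name Cufflinks with default parameters for these values. The FPKM values of the tumors were checked against gene lengths, and for 98.8% of the genes with 1 annotation entry they were whole reads divided by a length and a library total. The library totals recovered this way were between 8793199 and 11117125 reads, with a median of 10456117. The FPKM values of the cell lines carry no read numbers, so their depth is unknown and no counting error is given for them. ChIP-Seq data were not analysed here.

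Rows that share a gene symbol were reduced to the row with the highest mean, which left 55228 mouse and 24548 human symbols. In the human table 27 symbols had been turned into dates. They were not restored to gene names and were not removed from the counts. Genes with a mean FPKM of at least 0.5 over the libraries of a table were analysed, 17328 in tumors and 12656 in cell lines. Tests used log2(FPKM + 1) and limma 3.58.1 in R 4.3.3 with lmFit and eBayes with a trend, since FPKM values do not suit count models, and p-values were adjusted by the Benjamini-Hochberg method. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and copies of ribosomal protein genes were found with BLAST 2.17.0. Gene positions come from the annotation of mm10 and hg19.

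In tumors, a gene was counted as differentially expressed with a ratio of mean FPKM of at least 1.5 in either direction and an unadjusted limma p under 0.05. Single genes were compared by a two-sided exact permutation test, for which 3 against 3 tumors cannot give a p under 0.1. In cell lines, a gene was counted as changed when both lines of a knockdown were at least 1.5 times above, or both at least 1.5 times below, the 1 Control library, with no p-value. A gene higher in KDM5C-KD was counted as rescued when both DKD lines were under 1.5 times Control. A lower gene was counted as rescued when both were above 1/1.5 of Control. Neither rule limits how far a DKD line may pass Control on the other side. The alternative called stricter asked instead for both DKD lines at least 1.5 times below both KDM5C-KD lines, or above them for lower genes. Genes that meet it need not meet the first rule. KDM5C-KD was compared with DKD and with TRIM11-KD by limma over the 6 knockdown libraries. Counts against Control were set beside 1000 simulations of unchanged groups that share 1 control library. The spread in these simulations was pooled over the knockdown lines.

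Gene lists were written from general knowledge, in place of the DAVID terms of the paper. In both sets they cover cytokines, interferon response, antigen presentation, positive regulators of cell migration and proliferation. In tumors they also cover extracellular matrix, fatty acid and milk lipid synthesis, milk proteins, Y-linked genes, and markers of T cells, B cells, macrophages, neutrophils, endothelium, fibroblasts, adipocytes, skeletal muscle and epithelium. In cell lines they also cover the Notch pathway, metallothioneins, aldo-keto reductases and the migration genes shown in Fig. 6A. Lists were tested with camera in limma at an inter-gene correlation of 0.01. Against Control, the median log2 ratio of a list was described by its percentile among 10000 random lists matched on mean expression.

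The genes named are those the paper names in its text or shows in Fig. 6A or Supplementary Fig. S9. In tumors the 5 with the largest ratio in each direction were added, among genes that meet the fold and p rule, have a mean FPKM of at least 5 and do not overlap between the genotypes. In cell lines the 5 with the largest mean log2 ratio to Control in each direction were added, among genes changed in both lines with a mean FPKM of at least 5. Ribosomal protein genes, small RNAs and symbols that start with Gm or end in Rik or -ps were passed over. These rules, the lists, the main tests and most alternatives were set before the data were examined. Other tests, named where they are reported, were chosen after the results were seen. Histone genes and RNAs without a poly(A) tail were grouped afterwards.

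The alternatives were pseudocounts of 0.1 and 1, a mean FPKM of at least 1 or any mean above 0, scaling by median ratios or to the same total FPKM, eBayes without a trend, the replicate number as a block, a fold of 2, the mean of both lines of a knockdown, KDM5C-KD2 alone, a stricter rule for rescue, the Control library in the limma fit, only the groups compared, fry, an estimated inter-gene correlation, and each replicate left out in turn. After the data were seen, limma voom on the recovered reads, the fold without a p and, for the cell lines, an estimated inter-gene correlation were added.

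Each procedure was tested on simulated data with 200 genes changed 3-fold. In the simulated tumors, 162 of the 200 had an adjusted p under 0.05, as did 11 unchanged genes, while the fold and p rule called 194 changed and 413 unchanged genes. In the simulated cell lines the limma fit called 164 changed and 5 unchanged genes. The fold rule called 196 of the 200 in the right direction, and 178 were called and rescued.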

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

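The tests of the X-linked paralogs, of the genes within 1 Mb of Trim11 and of chromosome 11 as a whole were chosen after the results were seen.

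Eif2s3y, a gene of the Y chromosome that the paper does not discuss, had an FPKM of 21.0 (767 reads) in Trim11+/- tumor 2 and was listed at 0 in the other 5 tumors. In the same tumor Kdm5d, the Y-linked paralog of Kdm5c, had an FPKM of 4.15 (554 reads) and Gm29650 had 79 reads. These 3 genes lie between 897788 and 1049134 on the Y chromosome of mm10. Uty, the next gene tested, had 1 read, and Ddx3y, Uba1y, Usp9y and Zfy1 were listed at 0. Ddx3y was listed at 0 where 3 reads would have given an FPKM of 0.0656, which argues against a male animal or an admixture of male cells, since these would bring Ddx3y and Uty as well. Xist was between 76.8 and 90.3 FPKM in all 6 tumors. Reads shared with the X-linked paralogs are also argued against, because Eif2s3x was at 32.2 FPKM or more in the 5 tumors in which Eif2s3y was listed at 0. A segment of the Y chromosome carried by this mouse stays open, and no biological explanation was tested. The paper describes the tumor mice as female. Without Trim11+/- tumor 2 the log2 fold change of Kdm5c in tumors was -0.20.

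The noncoding gene 2610507I01Rik, which the paper does not discuss, lies 208 kb from the end of Trim11 on chromosome 11 and was 20.8 times higher in the Trim11+/- tumors. It rose from 0.474 ± 0.0924 (SD, n = 3) to 9.85 ± 1.29 FPKM (SD, n = 3), with 6, 8 and 6 reads in the Trim11+/+ tumors and 160, 100 and 155 reads in the Trim11+/- tumors. It was higher in 3 of 3 Trim11+/- tumors (limma adjusted p = 0.00561), and its adjusted p was 0.0360 without Trim11+/- tumor 2 and between 0.0568 and 0.105 in the other 5 fits that each left out one tumor. Over all alternatives run for this gene it ranged from 0.00498 to 0.394, the highest with the replicate block. Gm10435, 11.5 kb from Trim11, had 0, 0 and 4 reads in the Trim11+/+ tumors and 59, 56 and 77 in the Trim11+/- tumors (limma adjusted p = 0.145).

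Of the other 54 genes tested within 1 Mb of Trim11, 7 had a 1.5-fold ratio and no overlap between the genotypes (13.0%), a share that 2 of 295 windows of as many genes elsewhere reached, with a median of 3.70%. Of 249 genes within 10 Mb, 18 met the fold and p rule (7.23%), against a median of 3.61% in 57 windows elsewhere, of which 1 had as large a share. The share over chromosome 11 as a whole was 4.13%, within the range of the other chromosomes, which argues against a difference that spans the chromosome. Strain variants carried along with the targeted allele are a candidate explanation for the genes near Trim11. An effect of the allele itself on its neighbors would fall on the same genes, and the design does not separate these explanations, because variants linked to the allele would follow the genotype. No tumor was genotyped for them here.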

How the results depend on the processing

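The limma voom fit, the fold without a p and, for the cell lines, the estimated inter-gene correlation were chosen after seeing the data.

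In tumors, the counts of 301 higher and 324 lower genes stayed within 1.5 times under pseudocount 0.1, the stricter filter, both scalings, eBayes without a trend, the replicate block and limma voom. Without a filter they were 479 and 491, which has more genes tested, and with the fold alone, which drops the p, they were 1121 and 1195. The fits that each left out one tumor gave from 272 to 443 higher and from 295 to 467 lower genes. Of the 301 and 324, between 170 and 209 higher and between 174 and 234 lower genes were shared with those fits, and 221 and 244 with limma voom. The count of 1 gene with an adjusted p under 0.05 was 0 with the replicate block (826 at an unadjusted p under 0.05), 0 with limma voom (1135), and from 0 to 1 across the 6 fits that each left out one tumor, with 1 only without Trim11+/- tumor 2. The cause was not tested. Tumors with the same number did not deviate together (correlations of -0.33, 0.04 and -0.13 across genes), so the numbers do not pair the tumors.

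Of the 18 lists, 8 had an adjusted p under 0.05 in tumors, 1 under fry (3 at an unadjusted p under 0.05), 0 with an estimated correlation (1 at an unadjusted p under 0.05), and from 4 to 11 across the fits that each left out one tumor, with 4 without Trim11+/+ tumor 3 and 11 without Trim11+/- tumor 1. The migration list was no longer called without Trim11+/+ tumor 2 (adjusted p 0.0680), Trim11+/+ tumor 3 (0.138) or Trim11+/- tumor 3 (0.305), and its adjusted p ranged from 0.000312 to 0.561 over the alternatives. With 1 tumor left out, 6 lists and 4 genes changed direction. Median log2 fold changes went from -0.30 to 0.052 for proliferation (reversed without Trim11+/+ tumor 1), from -0.21 to 0.057 for the fatty acid list (Trim11+/+ tumor 2), from -0.72 to 0.95 for milk proteins (-0.72 without Trim11+/+ tumor 1 and -0.47 without Trim11+/- tumor 1), from -0.24 to 0.048 for endothelial markers (Trim11+/- tumor 3), from -0.71 to 0.53 for adipocyte markers (0.53 without Trim11+/+ tumor 2 and 0.47 without Trim11+/- tumor 3) and from -0.14 to 0.070 for epithelial markers (Trim11+/+ tumor 1). Log2 fold changes went from -0.18 to 0.096 for Mcam (0.096 without Trim11+/+ tumor 1 and 0.0078 without Trim11+/- tumor 1), from -0.17 to 0.086 for Fam83h (Trim11+/- tumor 3), from -0.45 to 0.21 for Gpnmb (0.21 without Trim11+/+ tumor 2 and 0.083 without Trim11+/- tumor 3) and from -0.23 to 0.74 for Fgf1 (Trim11+/+ tumor 3). The cause was not tested. Over 267 values of lists in tumors, 8 were reversed, 28 weaker and 8 stronger, and over 285 values of genes in tumors 6 were reversed. With 3 tumors per genotype the exact test cannot give a p under 0.05, so single genes were counted by the limma adjusted p. With 1 tumor left out, from 0 to 0 of the single genes had a limma adjusted p under 0.05.

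In cell lines, with pseudocount 1 the counts were 336 higher and 317 lower genes in KDM5C-KD, 128 and 150 in TRIM11-KD, and 65 lower and rescued. Without a filter they were 1370, 1641, 1161 and 1291, with 252 higher and 240 lower genes rescued. At 2-fold they were 261, 206, 142 and 69, with 60 and 44 rescued, and by the mean of the 2 lines 1172, 939, 842 and 660, with 393 and 322 rescued. The mean served only for the calls against Control, and rescue was still judged line by line. With KDM5C-KD2 alone, 682 higher and 869 lower genes were rescued, and with the stricter rule 94 higher genes. These settings change how many genes can pass by construction. Both scalings, pseudocount 0.1 and the stricter filter kept these counts within 1.5 times, with an exception for the stricter rule for rescue. That rule gave 94 higher and 74 lower genes, 62 and 48 with the stricter filter, and 46 and 17 with pseudocount 1. Without a filter it gave 321 and 713, by the mean of the 2 lines 139 and 108, and at 2-fold 41 and 26. Leaving out any KDM5C-KD or DKD line raised its counts, since fewer lines then have to pass. With 1 line left out, KDM5C-KD had from 1032 to 1456 higher and from 777 to 1652 lower genes, TRIM11-KD from 698 to 1104 and from 549 to 1195, and from 236 to 682 higher and from 157 to 869 lower genes were rescued. The lowest came without KDM5C-KD2, TRIM11-KD2 or DKD1 and the highest without KDM5C-KD1 or TRIM11-KD1, since 1 line is then enough. The share of genes higher in KDM5C-KD with a mean under Control in TRIM11-KD went from 11.5% to 24.1%, the highest without KDM5C-KD1. The limma comparisons were not run with 1 line of a compared group left out, so no call is given there.

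Between KDM5C-KD and TRIM11-KD, 0 genes had an adjusted p under 0.05 (1246 at an unadjusted p under 0.05), against 2 with pseudocount 0.1, 1 without a filter, 1 at the same total FPKM, 2 without a trend, 1 with only the 2 groups compared, and from 1 to 2 with a DKD line left out. Between KDM5C-KD and DKD it was 0 in each fit (1478 at an unadjusted p under 0.05), from 0 to 0 with a TRIM11-KD line left out. The cell lines numbered 1 and 2 share TRIM11 guides between TRIM11-KD and DKD, and the replicate block gave 0 genes against TRIM11-KD (1978 at an unadjusted p under 0.05) and 0 against DKD (2168). Of 9 lists compared between KDM5C-KD and DKD, 6 had an adjusted p under 0.05, 0 under fry (2 at an unadjusted p under 0.05), 0 with an estimated correlation (1) and from 5 to 5 with a TRIM11-KD line left out. The list lost there was Notch. Its camera adjusted p was also above 0.05 with the replicate block (0.0584), without a filter (0.119) and with only the 2 groups compared (0.0579). Over the alternatives it ranged from 0.0192 to 0.264. Against TRIM11-KD, 6 lists passed, with 0 under fry (3 at an unadjusted p under 0.05) and 0 with an estimated correlation (1). In this comparison 7 lists passed with the replicate block and 7 at the same total FPKM. With pseudocount 0.1 it was 5, without the metallothioneins (camera adjusted p = 0.0595). Of the 10 genes of Fig. 6A and 6 cytokine genes, 11 were at least 1.5 times away from Control in both KDM5C-KD lines in the paper's direction, 7 with pseudocount 1, and from 11 to 16 with 1 KDM5C-KD line left out, the highest without KDM5C-KD1. Of the other values, 18 of 606 for genes against Control and 16 of 162 for lists against Control moved by more than the spread between lines, and 27 of 126 list tests between knockdowns were weaker and 1 stronger. With no read numbers for the cell lines, the depth limits how far low values such as CXCL3 in KDM5C-KD2 can be read.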

Differences from the paper's values

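The paper's Supplementary Tables 2 and 3 list 1123 and 1195 genes for the Trim11+/- tumors, against 301 higher and 324 lower genes here. None of the alternatives set before the data were examined closed the gap. The fold of 1.5 alone, without a p, gave 1121 and 1195 genes, and this setting was chosen after seeing the values. In number, the paper's lists therefore match the fold alone and not the fold with a p as tested here.

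The heat map of genes up-regulated in KDM5C-KD and rescued in DKD holds about 390 genes in Fig. 6A, read by eye, against 148 here. Among the alternatives set before the data were examined, the mean of the 2 KDM5C-KD lines gave 393, a count that no longer differs. No other alternative closed the gap. Each DKD line still had to be under 1.5 times Control, so the genes need not be those of the heat map. FAM83H and SEMA3D, shown in Fig. 6A, had ratios to Control of 2.15 and 2.76 in DKD2 and are not among the 393.

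The RT-PCR values were read by eye from the figures and set beside RNA-Seq ratios to Control of the same lines, over 35 RT-PCR values in all, of which 9 differ by more than 1.5 times and by more than the spread between replicates, and 5 of the 35 lie on the other side of 1. IL1A in KDM5C-KD2 was about 0.71 in Supplementary Fig. S9B, read by eye, while RNA-Seq gave 0.199, and with pseudocount 1 it was 0.586, which no longer differs. CXCL1 in KDM5C-KD1 was about 0.83 in Supplementary Fig. S9B, read by eye, while RNA-Seq gave 0.324, and no alternative closed the gap. CXCL1 in KDM5C-KD2 was about 0.36 in Supplementary Fig. S9B, read by eye, while RNA-Seq gave 0.0155, and with pseudocount 1 it was 0.185, which no longer differs. IL1A in TRIM11-KD2 was about 1.8 in Supplementary Fig. S9C, read by eye, while RNA-Seq gave 0.754, and CXCL1 in TRIM11-KD2 was about 2.1 in Supplementary Fig. S9C, read by eye, while RNA-Seq gave 0.798, with no alternative that closed either gap. CXCL2 in TRIM11-KD1 was about 1.2 in Supplementary Fig. S9C, read by eye, while RNA-Seq gave 1.92, with none that closed it. CXCL3 in TRIM11-KD1 was about 1.3 in Supplementary Fig. S9C, read by eye, while RNA-Seq gave 2.45, and with pseudocount 1 it was 1.88, which no longer differs. CXCL8 in TRIM11-KD2 was about 2.6 in Supplementary Fig. S9C, read by eye, while RNA-Seq gave 1.28, with none that closed it. Cxcl1 in the Trim11+/- tumors was about 1.4 in Supplementary Fig. S9D, read by eye, while RNA-Seq gave 0.814, with none that closed it.

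The paper states that Mcam fell in the Trim11+/- tumors, and its ratio here was 0.950 with tumors that overlap. The paper states that Cxcl1, Cxcl2 and Cxcl3 rose in them, and Cxcl1 was lower here while Cxcl2 and Cxcl3 had 17 reads and 1 read in all. The paper places the Notch pathway among terms of lower genes in TRIM11-KD, an enrichment that was not tested here. The Notch list here is another measure, with a median log2 ratio of 0.049 and 10 of 24 genes lower. It does not decide whether some Notch genes are enriched among the lower genes. The paper states that KDM5C-KD lowered and TRIM11-KD raised 6 cytokine genes, and IL1A and CXCL1 were below Control in TRIM11-KD2 here.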

Other observations

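The tests of muscle, adipocyte and milk genes, of TRIM11 guide 2, of the Control library, of macrophage markers, of the stricter rule for rescue, of rescue from KDM5C-KD2 alone and of Rpl30 were chosen after the results were seen. For Rps2 the sum was first taken over FPKM and then over fragments scaled by library total, chosen after the first was seen.

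Of the 10 splits of the 6 tumors into 3 and 3, 4 gave as many genes past the fold and p rule as the real one (655, 883 and 986 in the other splits, 625 in the real one), 7 as many genes with an adjusted p under 0.05, 4 as many lists (9, 9 and 13 against 8), and 2 as small a p for the interferon list. The other split with as small an interferon p put Trim11+/+ tumor 1 with Trim11+/- tumors 1 and 3, at 2.79e-22 against 3.30e-15. With 10 splits no share can go under 0.1, so the genotype and the grouping of these tumors cannot be told apart for these counts.

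Lower interferon, antigen presentation and immune genes in the Trim11+/- tumors might come from fewer immune cells. The T cell markers, of which 4 were tested, had a median log2 fold change of -0.12 (adjusted p = 0.185), and 10 of them without a limit on FPKM -0.14 (adjusted p = 0.0343), most of them under 0.5 FPKM, and this explanation cannot be told apart from lower expression. Fewer macrophages as the whole source are argued against, because the interferon list fell further than the 10 macrophage markers by -0.50 in median log2 fold change (permutation p = 0.00230 over 10000 exchanges of genes between the 2 lists), and 0 of the 10 markers fell as far. The 2 lists were compared across genes, which are not independent replicates.

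Markers of tissue next to the tumor differed many-fold between tumors of one genotype. The median pairwise correlation across the 6 libraries was 0.949 for adipocyte markers and 0.979 for skeletal muscle markers (lowest pairs 0.857 and 0.848), as a varying share of these tissues in the samples would give. For milk proteins the median was 0.720 and the lowest pair -0.44, so for them a share of other tissue cannot be told apart from changes of single genes. The skeletal muscle list had a median log2 fold change of -1.24 in the Trim11+/- tumors (10 of 10 lower, camera adjusted p = 0.0264), and fibroblast markers -0.40 (10 of 10 lower, camera adjusted p = 0.0275). Milk proteins had 0.14 (adjusted p = 0.767), adipocyte markers -0.21 (0.616), endothelial markers -0.11 (0.310), epithelial markers -0.05 (0.545) and the 2 Y-linked genes tested, listed at 0 outside Trim11+/- tumor 2, 1.14 (0.194). With 1 tumor left out the skeletal muscle median went from -2.82 (without Trim11+/- tumor 1) to -0.42 (without Trim11+/- tumor 2) and that of fibroblast markers from -0.60 to -0.11 (the same tumors), and the adjusted p of both lists was under 0.05 in 2 of these 6 fits, without Trim11+/+ tumor 1 and without Trim11+/- tumor 1. No biological explanation was tested.

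Histone genes had a median log2 fold change of 0.29 in the Trim11+/- tumors (19 of 29 higher). The 6 other RNAs without a poly(A) tail had -0.064, with 2 higher, so a difference in poly(A) selection cannot be told apart from one in histone expression with so few RNAs. Rps2 differed 6.41-fold between libraries. Summed over Rps2 and its 71 listed copies, fragments per library total differed 1.90-fold, and sums of FPKM 1.38-fold. For Rpl30 and its 18 listed copies the sums differed 1.98-fold and 2.96-fold, and Rpl30 alone 3.05-fold. The measures differ, so reads shared between copies cannot be told apart from expression for these genes.

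In the cell lines, TRIM11-KD2 and DKD2 deviated together from line 1 with a correlation of 0.371 across genes, and DKD2 and KDM5C-KD2 with 0.273. With 2 lines per group the correlation is the same for both numbers by construction, so effects of TRIM11 guide 2 alone cannot be told apart from those of guide 1. Gene length does not account for the ratios of KDM5C-KD2 to Control, with a Spearman correlation of -0.0072 across the 88.1% of genes with a length. The count of 148 genes higher in KDM5C-KD and rescued in DKD was reached by 15 of 1000 simulations of unchanged groups with a shared Control, and the 94 genes of the stricter rule, above the simulated median of 66, by 2 of 1000, with 97 as the highest simulated count. The simulations are only an approximate comparison, with more genes higher in TRIM11-KD in all 1000 than the 411 observed, and the share rescued was within their range, so the shared Control and selection on KDM5C-KD cannot be told apart from rescue for these genes. For KDM5C-KD2 alone, whose KDM5C guide both DKD lines share, the 682 rescued genes were more than the highest simulated count of 599. This count rests on 1 KDM5C-KD library, whose own spread is unknown, so the same explanation cannot be told apart from rescue here either. The 197 genes higher in both KDM5C-KD and TRIM11-KD are fewer than the 244 at the median of the simulations, so the shared Control is a candidate explanation for that overlap. The overlap depends on the setting, with 43 genes with pseudocount 1, 463 without a filter and 460 by the mean of the 2 lines. Leaving out any KDM5C-KD or TRIM11-KD line raised it. IL6, CXCL1, CXCL2, CXCL3 and CXCL8 were lower in KDM5C-KD in 20 of 20 pairs with TRIM11-KD, but the pattern that prompted the test fixes most of these pairs, so the Control library as the source of the 2 directions cannot be told apart from the knockdowns.

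Between KDM5C-KD and DKD, 7 aldo-keto reductases had a median log2 fold change of -0.83 (camera adjusted p = 0.00341), 24 Notch genes -0.14 (0.0385), 5 metallothioneins 0.42 (0.147) and 17 proliferation genes -0.12 (0.195). Between KDM5C-KD and TRIM11-KD these were -1.15 (2.98e-05), -0.08 (0.106), 0.39 (0.0423) and 0.20 (0.0548), and 35 migration genes had 0.10 (0.122). Adjusted over the list alone, 2 aldo-keto and 2 Notch genes passed in the first comparison, and 4 aldo-keto genes and 1 metallothionein gene in the second, against 0 over all genes tested. TBK1 had an FPKM of 11.3 in Control, 14.8 and 13.2 in TRIM11-KD, and Tbk1 in the tumors went from 17.3 ± 0.697 (SD, n = 3) to 18.6 ± 1.01 (SD, n = 3; two-sided exact permutation test, p = 0.3).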
